# The mRNA m^6^A reader YTHDF2 suppresses proinflammatory pathways and sustains hematopoietic stem cell function

**DOI:** 10.1084/jem.20200829

**Published:** 2020-11-06

**Authors:** Christopher Mapperley, Louie N. van de Lagemaat, Hannah Lawson, Andrea Tavosanis, Jasmin Paris, Joana Campos, David Wotherspoon, Jozef Durko, Annika Sarapuu, Junho Choe, Ivayla Ivanova, Daniela S. Krause, Alex von Kriegsheim, Christian Much, Marcos Morgan, Richard I. Gregory, Adam J. Mead, Dónal O’Carroll, Kamil R. Kranc

## Abstract

The mRNA *N*^6^-methyladenosine (m^6^A) modification has emerged as an essential regulator of normal and malignant hematopoiesis. Inactivation of the m^6^A mRNA reader YTHDF2, which recognizes m^6^A-modified transcripts to promote m^6^A-mRNA degradation, results in hematopoietic stem cell (HSC) expansion and compromises acute myeloid leukemia. Here we investigate the long-term impact of YTHDF2 deletion on HSC maintenance and multilineage hematopoiesis. We demonstrate that *Ythdf2*-deficient HSCs from young mice fail upon serial transplantation, display increased abundance of multiple m^6^A-modified inflammation-related transcripts, and chronically activate proinflammatory pathways. Consistent with the detrimental consequences of chronic activation of inflammatory pathways in HSCs, hematopoiesis-specific *Ythdf2* deficiency results in a progressive myeloid bias, loss of lymphoid potential, HSC expansion, and failure of aged *Ythdf2*-deficient HSCs to reconstitute multilineage hematopoiesis. Experimentally induced inflammation increases YTHDF2 expression, and YTHDF2 is required to protect HSCs from this insult. Thus, our study positions YTHDF2 as a repressor of inflammatory pathways in HSCs and highlights the significance of m^6^A in long-term HSC maintenance.

## Introduction

Emerging evidence indicates the importance of the mRNA *N*^6^-methyladenosine (m^6^A) modification in hematopoietic stem cell (HSC) biology and leukemic transformation (Vu et al., 2019). m^6^A is the most abundant internal mRNA modification, which is cotranscriptionally installed by the “m^6^A writer” complex, consisting of the METTL3/METTL14 enzymatic core and their regulator WT-associated protein (Frye et al., 2018). The modification can be reversed by m^6^A demethylases (FTO and AlkBH5), collectively called “m^6^A erasers.” m^6^A-modified transcripts are recognized by “m^6^A readers,” including nuclear YTHDC1 (YTH domain-containing 1) and cytoplasmic YTH domain-containing family member 1 (YTHDF1), YTHDF2, YTHDF3, and YTHDC2, which execute the outcome of m^6^A modification by promoting splicing, nuclear export, translation, or degradation. Recent studies demonstrated that loss of METTL3, METTL14, or FTO weakens acute myeloid leukemia (AML) propagation, whereas inactivation of METTL3 and METTL14 has deleterious consequences for normal HSC maintenance (Barbieri et al., 2017; Cheng et al., 2019; Li et al., 2017; Vu et al., 2017; Weng et al., 2018). Furthermore, inactivation of YTHDF2, which recognizes m^6^A-modified mRNA to mediate m^6^A-mRNA degradation (Du et al., 2016; Wang et al., 2015), compromises initiation and propagation of AML and results in HSC expansion (Li et al., 2018; Paris et al., 2019; Wang et al., 2018). However, the involvement of m^6^A or its readers in long-term HSC maintenance upon aging remains unknown. Here, we reveal that YTHDF2 functions to down-regulate m^6^A modified transcripts involved in the inflammatory response and maintains HSC integrity upon aging.

## Results and discussion

### YTHDF2-deficient HSCs activate proinflammatory pathways and lose their reconstitution capacity upon serial transplantation

We have recently demonstrated that hematopoiesis-specific *Vav-iCre*–mediated deletion of *Ythdf2* results in HSC expansion and compromises AML initiation and propagation (Paris et al., 2019). We used the conditional and reporter *Ythdf2*^fl^ mouse allele in which exon 2 of *Ythdf2* was flanked by *loxP* sites and GFP was introduced after the start codon of *Ythdf2*, generating a fully functional GFP-YTHDF2 fusion protein (Ivanova et al., 2017). Our published data indicated that 8–12-wk-old *Ythdf2*^fl/fl^;*Vav-iCre* (conditional knockout, *Ythdf2*^CKO^) mice displayed largely unaffected hematopoiesis compared with control *Ythdf2*^fl/fl^ (control, *Ythdf2*^CTL^) mice, with modest decreases in numbers of white and red blood cells, B cells, and CD8^+^ T cells (Paris et al., 2019). Furthermore, while HSCs from 8–12-wk-old *Ythdf2*^CKO^ mice displayed myeloid bias upon primary transplantation and robustly contribute to the bone marrow (BM) HSC and progenitor cell compartments (Paris et al., 2019), the role of YTDHF2 in long-term HSC maintenance remains unknown. To address this, we performed secondary transplantation assays by sorting CD45.2^+^ Lin^−^c-Kit^+^Sca-1^+^ (LSK) cells from primary recipients of *Ythdf2*^CKO^ and *Ythdf2*^CTL^ HSCs (Paris et al., 2019) and retransplanting them (together with supporting BM cells) into lethally irradiated secondary recipient mice (Fig. 1 A). Strikingly, *Ythdf2*^CKO^ HSCs failed to efficiently repopulate long-term multilineage hematopoiesis and stem and progenitor cell compartments in secondary recipients (Fig. 1, B–D) and displayed myeloid bias (Fig. S1 A). Thus, HSCs critically require YTHDF2 to sustain their function upon serial transplantation.

**Figure 1.**
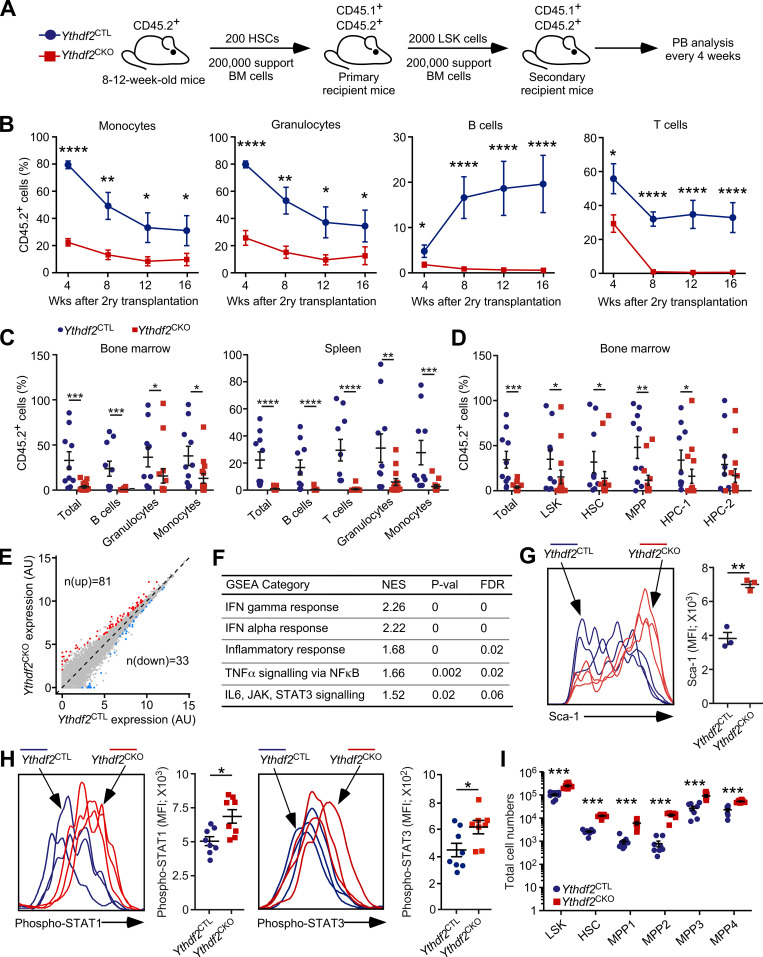
**HSCs lacking *Ythdf2* are expanded, activate proinflammatory pathways and prematurely lose function upon serial transplantation.** **(A)** Experimental design. 200 BM LSK CD48^−^CD150^+^CD45.2^+^ HSCs from 8-wk-old *Ythdf2*^CKO^ and *Ythdf2*^CTL^ mice were transplanted to lethally irradiated syngeneic CD45.1^+^/CD45.2^+^ primary recipient mice together with 2 × 10^5^ competitor CD45.1^+^ BM cells (Paris et al., 2019). After 16 wk, 2,000 CD45.2^+^LSK cells were sorted from primary recipient mice and transplanted into lethally irradiated syngeneic CD45.1^+^/CD45.2^+^ secondary recipient mice together with 2 × 10^5^ competitor CD45.1^+^ BM cells. PB of secondary recipient mice was analyzed every 4 wk, and hematopoietic compartments were analyzed 16 wk after transplantation. **(B)** Percentage of CD45.2^+^ cells in the PB CD11b^+^Gr-1^−^ monocyte, CD11b^+^Gr-1^+^ granulocyte, CD19^+^ B cell, and CD4^+^ and CD8^+^ T cell compartments of secondary recipient mice over 16 wk. Data represent mean ± SEM; *, P < 0.05; ****, P < 0.0001 (Mann–Whitney *U* test); at least two independent experiments were performed. **(C)** Percentage of CD45.2^+^ cells in the BM and spleen overall and in the monocyte, granulocyte, B cell, and T cell compartments of secondary recipient mice 16 wk after transplantation. Data represent mean ± SEM; *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001 (Mann–Whitney *U* test); at least two independent experiments were performed. **(D)** Percentage of CD45.2^+^ cells in the BM of secondary recipients and in the LSK, LSK CD48^−^CD150^+^ HSC, LSK CD48^−^CD150^−^ MPP, LSK CD48^+^CD150^−^ HPC-1, and LSK CD48^+^CD150^+^ HPC-2 cell compartments of secondary recipient mice 16 wk after transplantation. Data represent mean ± SEM; *, P < 0.05; **, P < 0.01; ***, P < 0.001 (Mann–Whitney *U* test); at least two independent experiments were performed. **(E)** Transcript expression scatterplot from *Ythdf2*^CKO^ and *Ythdf2*^CTL^ HSCs from 8–12-wk-old mice (*n* = 4). Significantly dysregulated transcripts are highlighted and counted (FDR < 0.05; log_2_ fold change < 1.2). **(F)** GSEA showing up-regulated pathways in HSCs from 8–12-wk-old *Ythdf2*^CKO^ mice compared with HSCs from *Ythdf2*^CTL^ mice. **(G)** Histogram and median Sca-1 fluorescence intensity in LSK CD48^−^CD150^+^ HSCs from *Ythdf2*^CKO^ and *Ythdf2*^CTL^ mice determined by flow cytometry. Data represent mean ± SEM; **, P < 0.01 (Mann–Whitney *U* test); at least two independent experiments were performed. **(H)** Phospho-STAT1 and phospho-STAT3 levels in LSK cells determined by flow cytometry. Data represent mean ± SEM; *, P < 0.05 (Mann–Whitney *U* test); at least two independent experiments were performed. **(I)** Total numbers of LSK cells, HSCs (LSK CD34^−^CD135^−^CD150^+^CD48^−^), and MPP1 (also referred to as short-term HSCs; LSK CD34^+^CD135^−^CD150^+^CD48^−^), MPP2 (LSK CD34^+^CD135^−^CD150^+^CD48^+^), MPP3 (LSK CD34^+^CD135^−^CD150^−^CD48^+^), and MPP4 (LSK CD34^+^CD135^+^CD150^−^CD48^+^) cell populations in BM of 8–12-wk-old *Ythdf2*^CKO^ and *Ythdf2*^CTL^ mice. Data represent mean ± SEM; ***, P < 0.001 (Mann–Whitney *U* test); at least two independent experiments were performed. AU, arbitrary units; MFI, mean fluorescence intensity.

**Figure S1.**
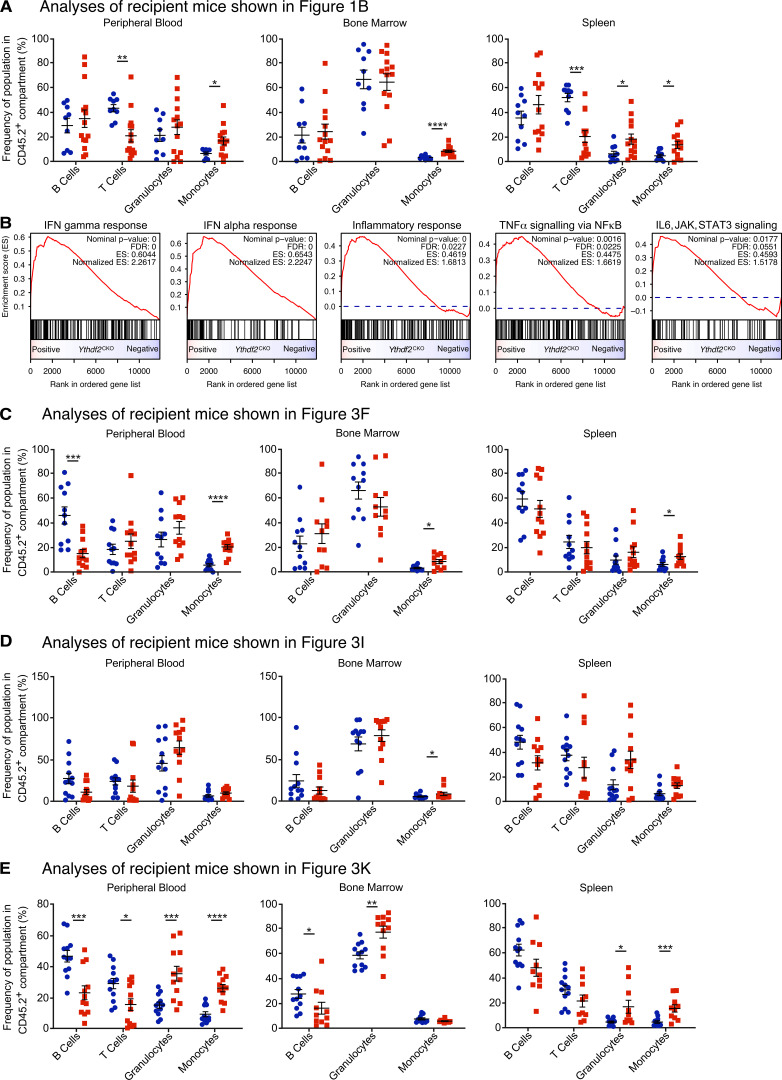
**Molecular and cellular features of *Ythdf2-*deficient HSCs.** **(A)** BM LSK CD48^−^CD150^+^CD45.2^+^ HSCs from 8-wk-old *Ythdf2*^CKO^ and *Ythdf2*^CTL^ mice were transplanted to lethally irradiated syngeneic CD45.1^+^/CD45.2^+^ primary recipient mice together with 2 × 10^5^ competitor CD45.1^+^ BM cells (as published in Paris et al., 2019). After 16 wk, 2,000 CD45.2^+^ LSK cells were sorted from primary recipient mice and transplanted into lethally irradiated syngeneic CD45.1^+^/CD45.2^+^ secondary recipient mice together with 2 × 10^5^ competitor CD45.1^+^ BM cells (as described in Fig. 1 A). The frequency of CD19^+^ B cells, CD4^+^ or CD8^+^ T cells, CD11b^+^Gr-1^+^ granulocytes, and CD11b^+^Gr-1^−^ monocytes in the CD45.2^+^ compartment of PB, BM, and spleen of secondary transplanted mice was analyzed 16 wk after transplantation. Analysis of the percentage of CD45.2^+^ cells in each compartment is presented in Fig. 1, B and C (*n* = 12). Data represent mean ± SEM; *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001 (Mann–Whitney *U* test); at least two independent experiments were performed. **(B)** HSCs lacking *Ythdf2* display proinflammatory gene signatures. GSEA of differential gene expression in *Ythdf2*^CKO^ versus *Ythdf2*^CTL^ HSCs from young animals. Results for five significant (FDR < 0.1) inflammation-related categories are shown (Hallmark, MSigDB v6.2). Genes were ordered by log P value but ranked in the same sense as log fold-change. **(C)** *Ythdf2*^CKO^ and control *Ythdf2*^CTL^ mice were aged for 1 yr before sorting and transplantation of 200 BM LSK CD48^−^CD150^+^CD45.2^+^ HSCs into lethally irradiated 8–10-wk-old syngeneic CD45.1^+^/CD45.2^+^ recipient mice (*n =* 12) together with 2 × 10^5^ CD45.1^+^ competitor BM cells (as described in Fig. 3 A). After 16 wk, the frequency of B cells, T cells, granulocytes, and monocytes in the CD45.2^+^ compartment of PB, BM, and spleen of recipient mice was analyzed. Analysis of the percentage of CD45.2^+^ cells within lineages and stem cell compartments is presented in Fig. 3, F and G. Data represent mean ± SEM; *, P < 0.05; ***, P < 0.001; ****, P < 0.0001 (Mann–Whitney *U* test); at least two independent experiments were performed. **(D and E)** 8-wk-old *Ythdf2*^fl/fl^;*Mx1-Cre* (*Ythdf2*^iCKO^) and control *Ythdf2*^fl/fl^ (*Ythdf2*^CTL^) mice were treated with six sequential doses of plpC (every other day) to induce deletion of *Ythdf2.* BM LSK CD48^−^CD150^+^ CD45.2^+^ HSCs were sorted from 34-wk-old (D) and 60-wk-old (E) *Ythdf2*^CTL^ and *Ythdf2*^iCKO^ mice (as described in Fig. 3 H) before transplantation into lethally irradiated syngeneic CD45.1^+^/CD45.2^+^ recipient mice together with 2 × 10^5^ competitor CD45.1^+^ BM cells. The frequency of B cells, T cells, granulocytes, and monocytes in the CD45.2^+^ compartment of PB, BM, and spleen of recipient mice was analyzed 16 wk after transplantation. Analysis of the percentage of CD45.2^+^ cells in lineage and stem cell compartments is presented in Fig. 3, I–L (*n* = 12). Data represents mean ± SEM; *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001 (Mann–Whitney *U* test); at least two independent experiments were performed.

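HSCs (LSK CD48-CD150+) from 4 *Ythdf2* CKO mice, in which *Vav-iCre* deletes the floxed gene in hematopoietic cells, and from 4 *Ythdf2* CTL mice aged 8 to 12 wk were sorted in samples of 100 cells, and each mouse gave 2 libraries made by SMART-Seq2, a method that amplifies full-length cDNA from few cells. The authors aligned the reads to the GRCm38 mouse genome with HISAT2 and counted them on genes with Rsubread. The deposited values are whole-number counts without normalization for 13108 gene rows, and the paper's text does not name the annotation, the use of strand, the treatment of reads shared by paralogs or the rule by which these genes were kept. Total counts per library ranged from 2083074 to 4133477 (median 2911717) in the 8 *Ythdf2* CTL libraries and from 1859784 to 3938152 (median 2744977) in the 8 *Ythdf2* CKO libraries. The 10 most abundant genes held between 3.28% and 5.01% of the counts of a library. The counts of both libraries of a mouse were added, which gave between 4715947 and 7171657 counts per mouse, because the paper reports *n* = 4. The authors' description of the samples treats every library as a biological replicate. Counts of paired libraries differed by more than sampling noise in every mouse with 2 libraries, with a chi-square per degree of freedom of at least 10.2. Genes with enough counts by the filterByExpr rule of edgeR were kept, which left 11526 genes, library sizes were scaled by the TMM method, and *Ythdf2* CKO mice were compared with *Ythdf2* CTL mice by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. The paper used likelihood ratio tests in edgeR. A level is given below as CPM, the TMM-normalized counts scaled to a common library size, and a standard error is the log2 fold change divided by the square root of the test's F statistic. Reads from genes of the Y chromosome were present in 3 *Ythdf2* CTL mice and in 1 *Ythdf2* CKO mouse, so sex was not balanced between the genotypes. The smallest level that the depth of a library could show, 3 counts, was between 0.726 and 1.61 CPM and covers counting error only.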

To understand the cause of the failure of *Ythdf2*-deficient HSCs upon serial transplantation, we next set out to determine the molecular signature of *Ythdf2*-deficient HSCs. 

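The targeted gene was examined first. In the paper's allele the loxP sites flank 1 exon, whereas the counts cover the whole gene. Reads from other exons can remain, so the level does not measure how complete the deletion was. *Ythdf2* lies on chromosome 4 of GRCm38 from 132184916 to 132212256. Its level was 104 ± 15 CPM (SD, *n* = 4 mice) in *Ythdf2* CTL HSCs and 53.9 ± 3.87 CPM (SD, *n* = 4) in *Ythdf2* CKO HSCs, a log2 fold change of −0.95 (standard error 0.17, adjusted p = 0.0406 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every *Ythdf2* CKO mouse lay below every *Ythdf2* CTL mouse (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). With the level of Y-linked genes as a covariate, its adjusted p was 0.171 from the same quasi-likelihood test in edgeR. The log2 fold change was then −0.90. Across the 11526 genes, 15 were higher and 5 were lower in *Ythdf2* CKO HSCs at an adjusted p below 0.05, and 491 were higher and 323 lower at an unadjusted p below 0.05. The likelihood ratio test over libraries, which is the paper's test with every library as a replicate, called 66 higher and 24 lower genes, of which 12 and 4 were among the genes called over mice. Leaving out 1 mouse at a time gave from 0 to 14 higher genes and from 0 to 4 lower genes. The groups did not overlap in 4.82% of the genes, against 2.86% by chance.
Among the called genes without overlap between the groups were *Plek*, *Mt1* and *Rap1b*, which were higher, and *Fbp1*, which was lower. *Plek* (chromosome 11, 16971206 to 17008718) rose from 83.6 ± 14.7 to 205.6 ± 24.6 CPM (SD, *n* = 4 each), a log2 fold change of 1.30 (standard error 0.17, adjusted p = 0.0114 from the quasi-likelihood test in edgeR). *Mt1* (chromosome 8, 94178883 to 94180327) rose from 17.4 ± 3.82 to 63.8 ± 16.3 CPM (adjusted p = 0.0117 from the same test), and *Rap1b* (chromosome 10, 117814597 to 117845974) from 788.9 ± 141 to 1589 ± 197 CPM (adjusted p = 0.0117). *Fbp1* (chromosome 13, 62864753 to 62888298) went from 61.3 ± 19.8 to 17.5 ± 4.51 CPM (adjusted p = 0.0145). *Mt1* shares sequence with other metallothionein genes, between which the counting could have split reads. *Sva* (chromosome 6, 42038394 to 42042851) had no count in any *Ythdf2* CTL mouse and was at least 11.1-fold higher in *Ythdf2* CKO mice, where it had at most 35 counts per mouse. *Lrrc56* (chromosome 7, 141194111 to 141210055) had at most 23 counts per *Ythdf2* CTL mouse and none in the *Ythdf2* CKO mice, at least 6.12-fold lower. *Wfdc2* (chromosome 2, 164562715 to 164568510) was also lower. Adding the Y-linked genes as a covariate gave an adjusted p of 0.0463 for *Plek*, *Mt1*, *Rap1b* and *Sva* in edgeR's quasi-likelihood test. For the lower genes it gave 0.0839 for *Fbp1*, 0.131 for *Wfdc2* and 0.116 for *Lrrc56*, so these 3 were no longer called. The log2 fold change moved little, from −1.81 to −1.78 for *Fbp1* and from −2.22 to −2.12 for *Wfdc2*. In the 8 fits that each left out 1 mouse, the adjusted p stayed below 0.05 in 6 for *Plek*, *Mt1* and *Rap1b*, in 5 for *Fbp1*, in 2 for *Sva*, in 1 for *Ythdf2*, and in 0 for *Wfdc2* (adjusted p = 0.0406 from edgeR over all mice) and *Lrrc56* (adjusted p = 0.0421).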

*Ythdf2* deficiency resulted in deregulated gene expression (Fig. 1 E), with 81 up-regulated transcripts and 33 down-regulated transcripts (false discovery rate [FDR] < 0.05) in *Ythdf2*^CKO^ compared with *Ythdf2*^CTL^ HSCs. Strikingly, gene set enrichment analysis (GSEA) on *Ythdf2*^CKO^ versus *Ythdf2*^CTL^ HSCs revealed significant up-regulation of numerous inflammation-related processes, such as IFN-α response, IFN-γ response, inflammatory response, TNF-α signaling, and IL6/JAK/STAT3 signaling (Fig. 1 F and Fig. S1 B).

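The Hallmark collection behind Fig. 1F was not used here. Instead, 5 Reactome pathways chosen before the data were examined were tested with fgsea on all 11526 genes, ranked by the square root of the quasi-likelihood F statistic with the sign of the fold change, and p-values were adjusted over the 5 pathways. Interferon gamma signaling was enriched among genes higher in *Ythdf2* CKO HSCs (69 genes tested, normalized enrichment score 2.50, adjusted p = 1.06e-09 from fgsea with Benjamini-Hochberg adjustment), and 52 of its 69 genes had a positive fold change, with a median log2 fold change of 0.17. Interleukin-6 signaling, with 9 genes tested, had a score of 1.88 (adjusted p = 0.000882 from the same method), and 8 of its genes were higher. Interferon alpha/beta signaling, with 12 genes tested, had a score of 1.66 (adjusted p = 0.0164), and 7 of its genes were higher. TNF signaling, with 8 genes tested, had a score of 1.53 (adjusted p = 0.0478), and 6 of its genes were higher. With adjustment over all 1058 Reactome pathways of 5 to 500 genes, the adjusted p was 0.107 for Interferon alpha/beta signaling and 0.186 for TNF signaling. The Toll-like receptor 4 cascade, with 83 genes tested, was not enriched (score 1.30, adjusted p = 0.0767), and 40 of its genes were higher. These p-values rest on genes and not on mice. The mice were therefore also regrouped in all 35 splits, the real one included, a test chosen after the result was seen. A score as far from 0 came from 2 splits for Interferon gamma, 2 for Interferon alpha/beta and 1 for Interleukin-6. For TNF it came from 8 splits and for Toll-like receptor 4 from 11. A share of 2 in 35 is above 0.05. By this test chance is therefore not excluded for Interferon gamma, Interferon alpha/beta or TNF.
A list of 97 interferon-stimulated genes, also fixed before the data were examined, gave a further measure at the level of the mouse. The mean log2 CPM over the 93 listed genes with enough counts was 5.73 ± 0.24 (SD, *n* = 4) in *Ythdf2* CTL mice and 6.22 ± 0.22 (SD, *n* = 4) in *Ythdf2* CKO mice, a difference of 0.48 in which every *Ythdf2* CKO mouse lay above every *Ythdf2* CTL mouse (two-sided exact permutation test, p = 0.0286, the smallest p the design allows). Adjusted over the 6 gene lists scored, p was 0.0858. The difference was 0.43 (two-sided exact permutation test, p = 0.0571) without the genes shown in Fig. 2E. With the level of Y-linked genes as a covariate, the difference was 0.42 (exact permutation test, p = 0.114). From its own enrichments, the paper describes a proinflammatory signature in *Ythdf2*-deficient HSCs, and it then turns to the surface level of Sca-1 as a proxy of IFN signaling.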

Given that proinflammatory signals are known to drive overproliferation of HSCs, ultimately resulting in loss of HSC function (Essers et al., 2009; Pietras, 2017), we aimed to confirm the proinflammatory signature in *Ythdf2*-deficient HSCs using additional approaches. We found that HSCs from *Ythdf2*^CKO^ mice displayed increased expression of cell surface Sca-1 protein (Fig. 1 G), which is used as a proxy of IFN signaling (Essers et al., 2009). Furthermore, *Ythdf2*-deficient HSCs showed elevated levels of phosphorylated forms of STAT1 and STAT3 proteins, key mediators of IFN signaling (Fig. 1 H).

Given that *Ythdf2-*deficient HSCs showed up-regulation of proinflammatory pathways and displayed a myeloid bias (a hallmark of inflammation), we aimed to determine whether the primitive progenitor compartment also reflected innate immune activation in *Ythdf2*^CKO^ mice. During steady-state normal hematopoiesis, HSCs generate functionally distinct lineage-biased multipotent progenitors (MPPs), with MPP2/3 and MPP4 populations predominantly sustaining myeloid and lymphoid lineages, respectively (Pietras et al., 2015). Stressful conditions such as infection, stress, or injury induce proinflammatory stimuli, which not only activate HSCs but also cause expansion of MPPs, in particular myeloid-biased MPP2/3 populations, thereby driving myeloid differentiation at the expense of HSC integrity (Essers et al., 2009; Pietras et al., 2016; Yamashita and Passegue, 2019; Zhang et al., 2017; Zhang et al., 2016). Consistent with the activation of proinflammatory pathways, we found that 8–12-wk-old *Ythdf2*^CKO^ mice displayed expansion of HSCs and a concurrent increase in all four main subpopulations, namely MPP1-4 cells (Fig. 1 I). Thus, hematopoietic-specific deletion of *Ythdf2* results in a constitutive up-regulation of the proinflammatory signature, expansion of HSCs and MPPs, and a failure of HSC function upon serial transplantation.

### YTHDF2 functions to suppress m^6^A-modified proinflammatory transcripts

YTHDF2 regulates the transcriptome by binding m^6^A modified transcripts to promote their decay through deadenylation (Du et al., 2016; Wang et al., 2014). To identify YTHDF2 target transcripts, we aimed to determine mRNAs that were methylated in normal conditions and up-regulated in *Ythdf2*^CKO^ HSCs. m^6^A sequencing (m^6^A-seq) in c-Kit^+^ hematopoietic stem and progenitor cells was used to determine transcriptome-wide m^6^A distribution. This identified the expected distribution of m^6^A within the transcriptome (i.e., enrichment around the stop codons; Fig. 2, A and B) as well as the m^6^A consensus motif (DRACH; D = A, G, or U; R = purine; and H = A, C, or U; Fig. 2 C). Consistent with the role of YTHDF2 in promoting degradation of m^6^A-modified transcripts, we found that transcripts that contain m^6^A modification (P = 2.6 × 10^−40^, 8,253 genes) show increased expression in *Ythdf2*^CKO^ HSCs (Fig. 2 D). 

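Fig. 2E shows 35 genes grouped by upstream regulator, of which 33 are drawn as higher and 2, *Lgals9* and *Rgcc*, as lower in *Ythdf2* CKO HSCs. Of these genes, 32 had enough counts to be tested in the young mice. *Thbs1*, *Gbp10* and *Serpinb10* did not, and had at most 9 counts in any *Ythdf2* CTL mouse. In *Ythdf2* CKO mice they had at most 86, 65 and 88 counts, and *Thbs1* had 0 in *Ythdf2* CKO 1. All 32 tested genes had the direction of the figure, and in 27 the groups of mice did not overlap. The genes drawn as higher had log2 fold changes between 0.49 and 2.49, with a median of 1.01. At an adjusted p below 0.05 over all genes tested (edgeR's quasi-likelihood test over mice), 6 genes were called, among them *Plek*, *Mt1*, *Igtp*, *Ly6a* and *Irgm1*. With the likelihood ratio test over libraries, 31 of the 32 were called. Adjusted over the list alone, all 32 passed, but the figure lists genes the paper called on these same libraries, so that count shows no stability.
By upstream regulator, 19 of the 19 tested IFN-γ genes were higher, 6 of 6 IFN-α genes, 7 of 7 IRF7 genes, 11 of 12 TLR4 genes and 11 of 12 TNF-α genes. Over these groups the median log2 fold change was between 0.97 for the TNF-α genes and 1.11 for the IFN-α genes. Many genes belong to several groups, so these medians are not independent. *Ly6a* (chromosome 15, 74994877 to 74998031), which encodes Sca-1, rose from 269.6 ± 38.9 to 619.3 ± 193 CPM (SD, *n* = 4 mice each), a log2 fold change of 1.20 (standard error 0.20, adjusted p = 0.0201 from edgeR's quasi-likelihood test). With the Y-linked genes as a covariate its adjusted p was 0.0737 from the same test and its log2 fold change 1.21. The adjusted p of *Ly6a* stayed below 0.05 in 2 of the 8 fits that each left out 1 mouse. *Selp* had the largest log2 fold change of the list, 2.49 (standard error 0.58, adjusted p = 0.138 from the same test), with a wide spread between mice. *Tgtp1*, *H2-Q7*, *Ly6a* and *Iigp1* belong to families of similar genes between which reads could have been split.

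**Figure D1:**
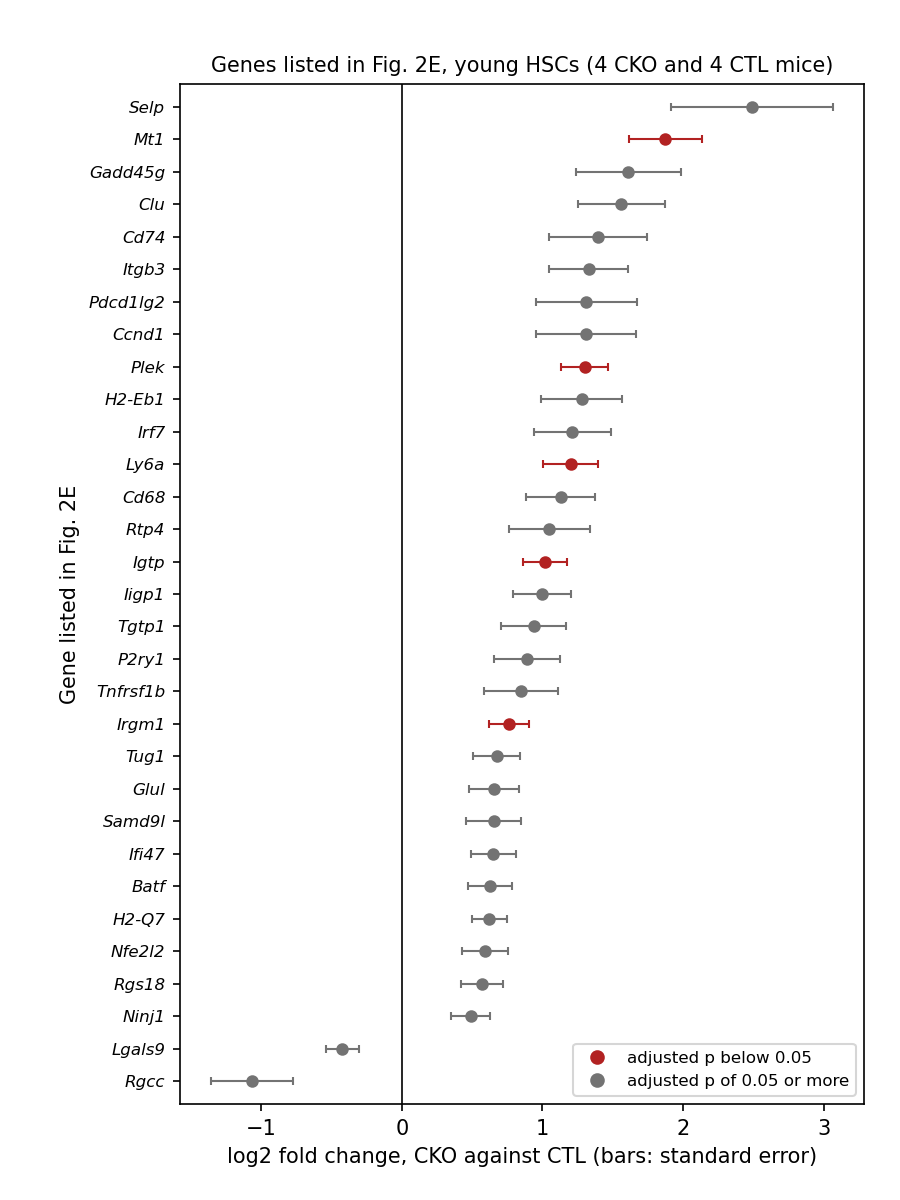
Log2 fold change of *Ythdf2* CKO against *Ythdf2* CTL HSCs (x axis) for 31 of the 32 tested genes listed in Fig. 2E (y axis), with bars of 1 standard error, red where the adjusted p is below 0.05. 29 genes lie above 0, *Lgals9* and *Rgcc* lie below, and *Selp*, which has the largest fold change, is not among the 5 red genes.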

Ingenuity pathway analysis (IPA) indicated that up-regulated genes are enriched for transcripts related to inflammatory responses (including IFN-γ, TNF-α, IFN-α, IFN regulatory factor 7, STAT1, and TLR4; Fig. 2 E and Fig. S2 A). Importantly, m^6^A-seq revealed that a large proportion of these key up-regulated transcripts in HSCs are m^6^A modified, including key genes involved in inflammation such as *Stat1*, *Il6ra*, and *Gadd45g* (Fig. 2, E and F).

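m6A-seq was done in c-Kit+ cells and is not analysed here; the HSC transcripts were counted in the young mice. *Gadd45g* (chromosome 13, 51846675 to 51848475) went from 16.9 ± 6.85 CPM in *Ythdf2* CTL to 51.5 ± 29.7 CPM in *Ythdf2* CKO HSCs (SD, *n* = 4 mice each), a log2 fold change of 1.61 (standard error 0.37, adjusted p = 0.138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 1.13 and 1.89 with each mouse left out in turn. The adjusted p was below 0.05 in 0 of those 8 fits, but it was above 0.05 over all mice too, so that count says nothing of stability. *Il6ra* (chromosome 3, 89869324 to 89913196) was scarce, with at most 17 counts in any *Ythdf2* CTL mouse, and went from 1.75 ± 1.57 to 11.5 ± 4.32 CPM, a log2 fold change of 2.74 (standard error 0.69, adjusted p = 0.218 from the same test). For both genes every *Ythdf2* CKO mouse lay above every *Ythdf2* CTL mouse (two-sided exact permutation test, p = 0.0286 for each, the smallest p that the design allows). *Gadd45g* and *Il6ra* passed the adjusted threshold in the likelihood ratio test over libraries, with adjusted p = 0.00241 and 0.0127. Of the 18 genes that Fig. 2E marks as methylated in both m6A-seq replicates, 17 were tested in the HSC libraries and all 17 were higher in *Ythdf2* CKO HSCs, with a median log2 fold change of 0.85. Of the 5 marked in 1 replicate, 4 were tested and 3 were higher, with a median of 0.80. Of the 12 genes it marks as methylated in neither, 11 were tested and 10 were higher, with a median of 1.21. The figure shows genes called on these same libraries, so these shares and medians describe genes selected for their change.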

**Figure 2.**
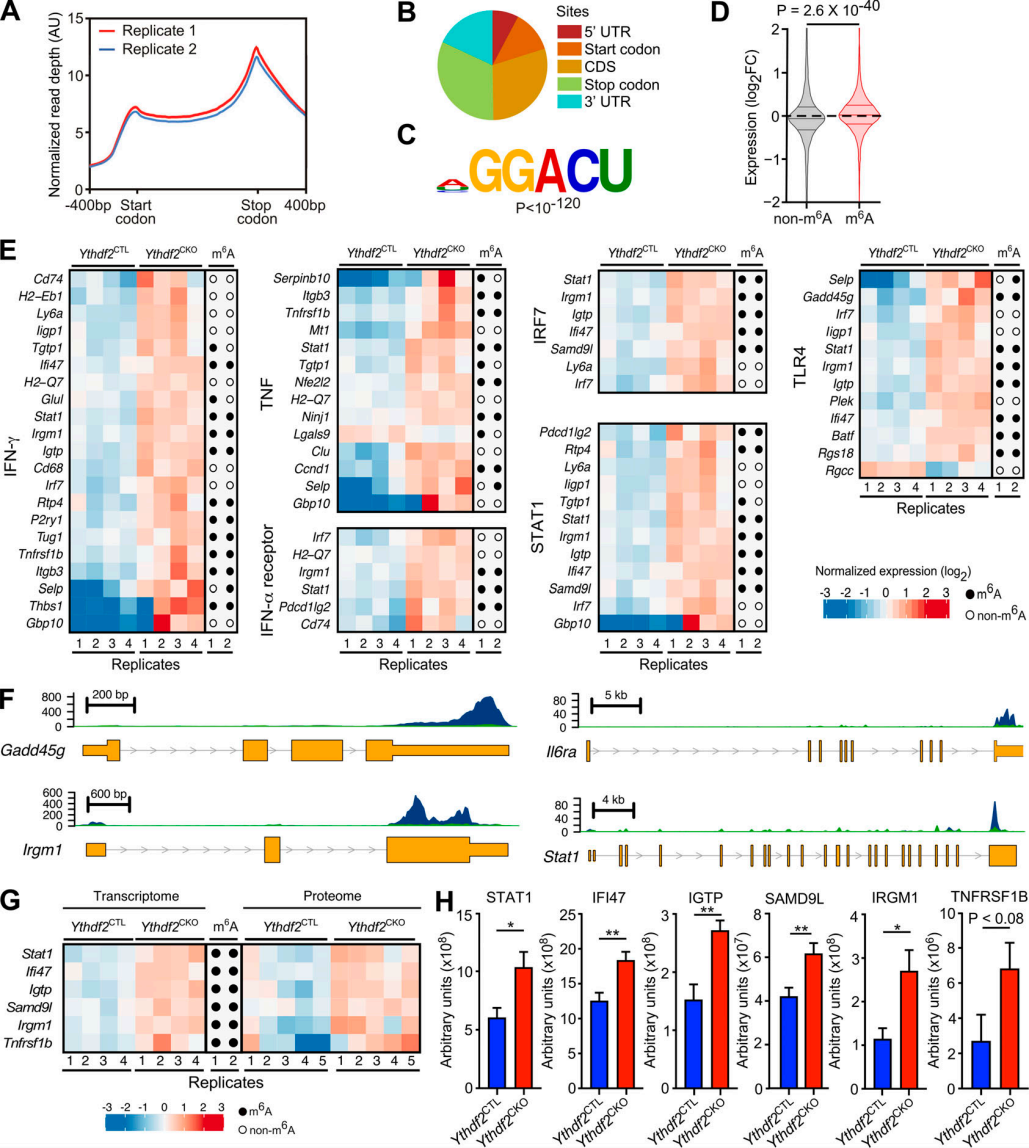
***Ythdf2-*deficient HSCs display up-regulation of m^6^A-modified transcripts involved in multiple proinflammatory pathways.** **(A)** m^6^A-seq read depth along a transcript body model for two replicate c-Kit^+^ *Ythdf2*^CTL^ cell samples. Transcripts models were extended 400 nucleotides upstream and downstream of the start and stop codons, respectively. **(B)** Location distribution of m^6^A peaks in gene regions. m^6^A peak overlaps with different transcript regions (5′ UTR; start codon; coding sequence, CDS; stop codon; 3′ UTR). **(C)** Enriched m^6^A motif found by Homer in peaks detected by macs2 v2.1.1.20160309. **(D)** Violin plot of expression change between *Ythdf2*^CTL^ and *Ythdf2*^CKO^ BM LSK CD48^−^CD150^+^ HSCs (*n* = 4) from 8–12-wk-old mice for nonmethylated (nonm^6^A) and methylated (m^6^A) transcripts determined by m^6^A-seq in c-Kit^+^ cells. **(E)** Heatmaps of genes representing IPA-defined IFN-γ, TNF-α, IFN-α, IFN regulatory factor 7, STAT1 and TLR4 signaling pathways in *Ythdf2*^CKO^ compared with *Ythdf2*^CTL^ HSCs from 8–12-wk-old mice (*n* = 4). Transcript methylation peak presence in two replicates from c-Kit^+^ cells depicted to the right by filled (m^6^A-modified) or unfilled (no m^6^A modification detected) circles. **(F)** m^6^A signal in key transcripts involved in inflammatory responses. Read depth from two replicates of m^6^A immunoprecipitation (blue) and RNA-seq input (green). Transcript regions are depicted as exonic (yellow) and intronic (gray). **(G and H)** Methylated proinflammatory transcripts up-regulated in *Ythdf2*^CKO^ HSCs, which also show increased protein abundance in immortalized *Ythdf2*^CKO^ c-Kit^+^ cells (Paris et al., 2019). **(G)** Heatmap to left represents transcript abundance in HSC samples. Transcript m^6^A modification in c-Kit^+^ cells is indicated in the center. Heatmap to right represents protein abundance in c-Kit^+^ cells. Heatmap colors represent expression z-scores for a given row. **(H)** Peptide spectral counts (expressed as arbitrary units) from immortalized *Ythdf2*^CTL^ and *Ythdf2*^CKO^ c-Kit^+^ cells. Data represent mean ± SEM; *n* = 5 per genotype; *, P < 0.05; **, P < 0.01 (Mann–Whitney *U* test). AU, arbitrary units.

**Figure S2.**
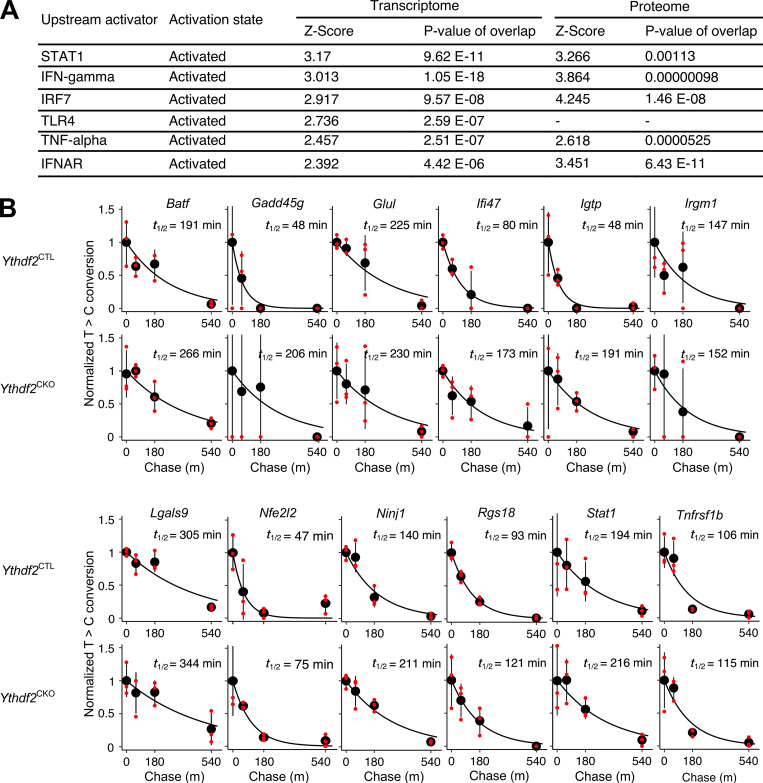
**Molecular properties of HSCs lacking *Ythdf2*.** **(A)** IPA of RNA-seq and mass spectroscopy from *Ythdf2*^CTL^ and *Ythdf2*^CKO^ HSCs or c-Kit^+^ cells, respectively. Z-score represents the degree of activation of the pathway, with a threshold for significance set at 2. P value shown refers to the overlap between target genes or proteins in the dataset and target genes in the IPA database. RNA-seq, *n* = 4; proteomics, *n* = 5. **(B)** Decay curves for transcripts in *Ythdf2*^CTL^ (upper panels) and *Ythdf2*^CKO^ (lower panels) c-Kit^+^ cells are shown. The center value and the error bars at each time point indicate the conversion rate mean and SD, respectively. Conversion rates for each biological replicate are indicated with dots. The half-life for each graph is also shown.

The up-regulation of m^6^A-modified transcripts involved in inflammation upon loss of YTHDF2 may be a consequence of an increase in their half-life. Given that the measurement of transcript half-life in HSCs is technically not possible, to address this, we analyzed our SLAM-seq dataset from immortalized c-Kit^+^ cells derived from *Ythdf2*^CTL^ and *Ythdf2*^CKO^ mice (Paris et al., 2019), which allowed us to measure the transcriptome-wide mRNA half-life (Herzog et al., 2017). We found that multiple m^6^A-modified transcripts that are up-regulated upon *Ythdf2* deletion (Fig. 2 E) also have their half-lives increased in the absence of *Ythdf2* (Fig. S2 B).

Finally, we next asked whether up-regulation of m^6^A-modified transcripts upon *Ythdf2* deletion corresponds to an increase in their protein level. Mass spectrometry can be used to obtain the comprehensive but incomplete quantitative measurement of the proteome. IPA of quantitative mass spectrometry–based proteomics of immortalized *Ythdf2*^CTL^ and *Ythdf2*^CKO^ c-Kit^+^ cells indicated that up-regulated proteins are related to the same inflammatory responses found in the transcriptomic data (Fig. S2 A). Strikingly, based on the coverage of the proteomics dataset, we found that protein level of STAT1, IFN-γ inducible protein 47, IFN-γ–induced GTPaseP, sterile α motif domain containing 9 like, immunity-related GTPase family M protein 1, and TNF receptor 2, whose corresponding transcripts were up-regulated and methylated upon *Ythdf2* deletion, were elevated in *Ythdf2*-deficient cells (Fig. 2, G and H). Thus, YTHDF2 suppresses m^6^A-modified mRNAs, which are involved in multiple proinflammatory pathways within HSCs. 

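The proteins were measured in immortalized c-Kit+ cells, which are not analysed here. For 5 of the transcripts in young HSCs, the levels were as follows in 4 *Ythdf2* CTL and 4 *Ythdf2* CKO mice. *Igtp* (chromosome 11, 58199556 to 58207592), which encodes IFN-γ–induced GTPase, rose from 110.3 ± 15.5 to 223.0 ± 28.2 CPM (SD, *n* = 4 each), a log2 fold change of 1.02 (standard error 0.16, adjusted p = 0.0145 from edgeR's quasi-likelihood test). *Irgm1* (chromosome 11, 48865245 to 48871420) rose from 208.5 ± 28.7 to 353.6 ± 29.4 CPM, a log2 fold change of 0.76 (standard error 0.14, adjusted p = 0.0406 from the same test). In the 8 fits that each left out 1 mouse, the adjusted p stayed below 0.05 in 4 for *Igtp* and in 1 for *Irgm1*. *Ifi47* (chromosome 11, 49076587 to 49096987) had a log2 fold change of 0.65 (adjusted p = 0.208), *Samd9l* (chromosome 6, 3372257 to 3399571) also of 0.65 (adjusted p = 0.342) and *Tnfrsf1b* (chromosome 4, 145212368 to 145246870), which encodes TNF receptor 2, of 0.85 (adjusted p = 0.375). The groups did not overlap in *Igtp*, *Irgm1*, *Samd9l* and *Tnfrsf1b*, although the *Ythdf2* CKO mice were widely spread in *Samd9l* (146.2 to 244.7 CPM) and *Tnfrsf1b* (49.04 to 123.7 CPM), whereas in *Ifi47* the lowest *Ythdf2* CKO mouse lay below the highest *Ythdf2* CTL mouse (two-sided exact permutation test, p = 0.0571). In the likelihood ratio test over libraries the adjusted p was 0.00363 for *Ifi47*, 0.0404 for *Samd9l* and 0.0465 for *Tnfrsf1b*.

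**Figure D2:**
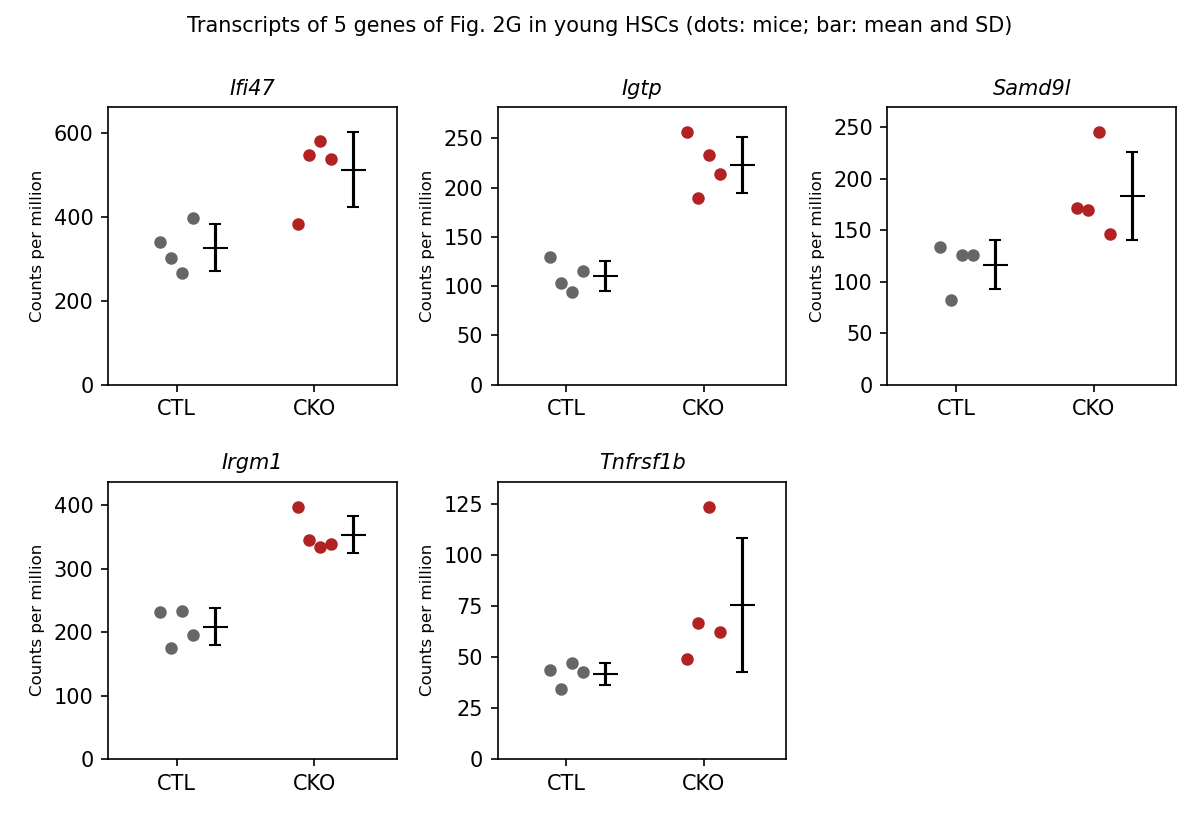
TMM-normalized CPM (y axis) of these 5 genes in *Ythdf2* CTL and *Ythdf2* CKO mice (x axis), with a dot per mouse and a bar for the mean and SD of 4 mice. *Igtp*, *Irgm1*, *Samd9l* and *Tnfrsf1b* do not overlap between the genotypes, while *Ifi47* does.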

Given that *Ythdf2* deletion results in up-regulation of multiple m^6^A-modified transcripts in HSCs, future genetic rescue experiments will reveal their relative contributions to their failure upon serial transplantation.

### Aged HSCs lacking *Ythdf2* undergo expansion and sustain steady-state hematopoiesis but fail to reconstitute multilineage hematopoiesis upon transplantation

Proinflammatory signals are known to drive overproliferation of HSCs, promote myeloid bias, and ultimately lead to the loss of HSC activity (Essers et al., 2009; Pietras, 2017). Furthermore, proinflammatory pathways are up-regulated in aged HSCs, indicating their roles in stem cell aging (Yamashita and Passegue, 2019). We found that both young and aged HSCs expressed comparable levels of the YTHDF2 protein (Fig. S3 A). To investigate the functional significance of YTHDF2 in unperturbed long-term multilineage hematopoiesis and maintenance of the HSC pool over a long period of time, we aged *Ythdf2*^CKO^ and *Ythdf2*^CTL^ mice for 1 yr (Fig. 3 A). Analyses of 60–65-wk-old *Ythdf2*^CKO^ mice revealed increased numbers of peripheral blood (PB) granulocytes and monocytes (i.e., myeloid bias); however, hematopoiesis was otherwise largely unaffected (Fig. 3, B and C; and Fig. S3, B and C). Furthermore, 60–65-wk-old *Ythdf2*^CKO^ mice displayed expansion of BM HSCs and primitive hematopoietic progenitor cell populations (Fig. 3 D). HSCs from these mice showed increased expression of Sca-1 (Fig. 3 E), indicating constitutive activation of proinflammatory signals. To test the ability of the expanded aged HSCs to reconstitute multilineage hematopoiesis, we competitively transplanted HSCs from 60–65-wk-old *Ythdf2*^CKO^ and *Ythdf2*^CTL^ mice into lethally irradiated recipients (Fig. 3 A). While HSCs from aged *Ythdf2*^CTL^ mice robustly repopulated both myeloid and lymphoid lineages, HSCs from aged *Ythdf2*^CKO^ mice failed to efficiently reconstitute short- and long-term multilineage hematopoiesis in the recipients and displayed a myeloid bias (Fig. 3 F and Fig. S1 C). The contribution of *Ythdf2*-deficient HSCs to the HSC compartment of the recipients was also decreased compared with that of control HSCs (Fig. 3 G), albeit this was not as striking as their inability to reconstitute multilineage hematopoiesis (Fig. 1 F). Thus, while long-term *Ythdf2* deficiency in the hematopoietic system does not derail steady-state multilineage hematopoiesis, it devastates the multilineage reconstitution capacity of HSCs. Given that the inflammatory pathways affect multiple HSC fates (Essers et al., 2009; Pietras, 2017; Pietras et al., 2014; Pietras et al., 2016), future investigations will be required to determine the exact impact of *Ythdf2* deletion on HSC survival, self-renewal, differentiation capacity, and homing.

**Figure S3.**
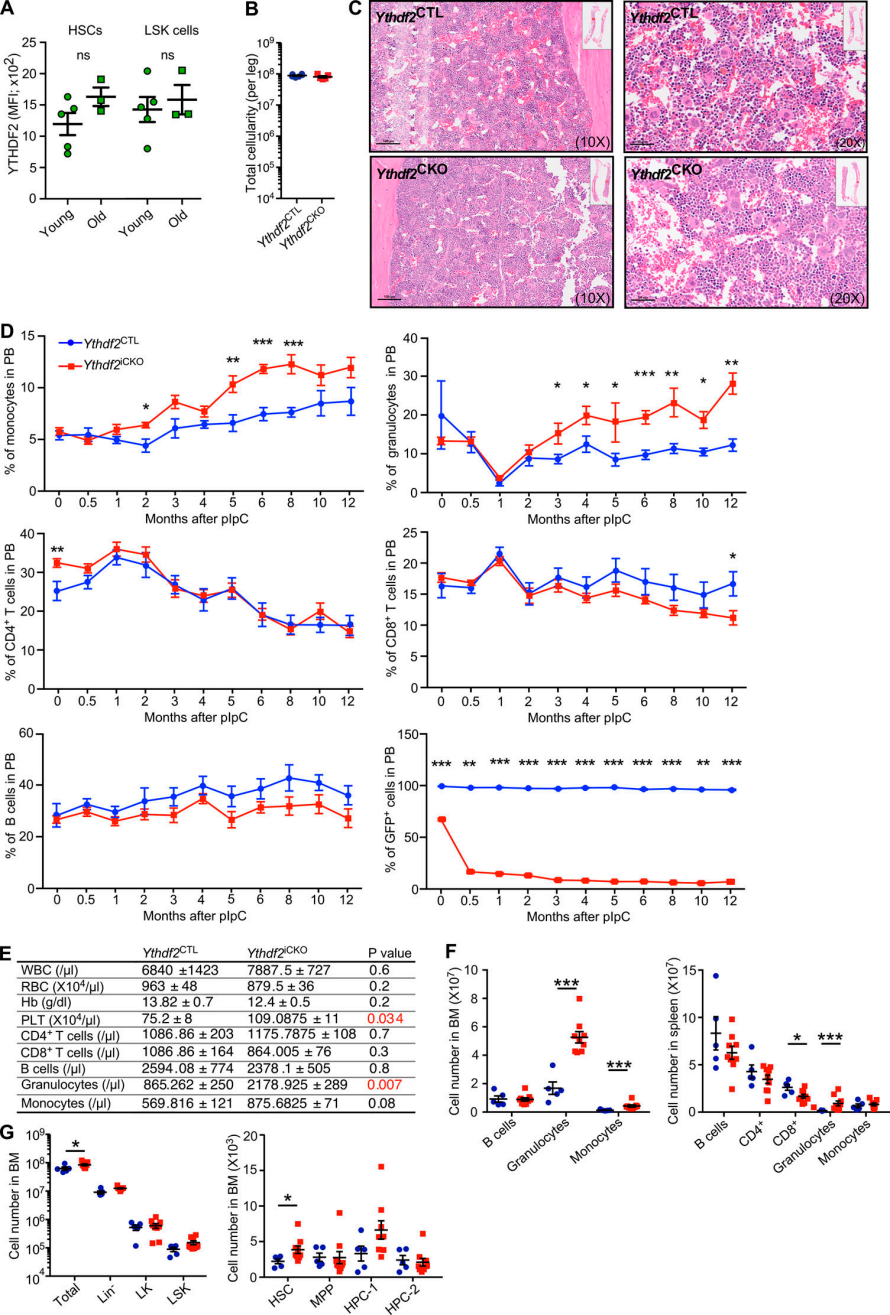
**Inducible deletion of *Ythdf2* from adult mice does not derail long-term steady-state hematopoiesis but results in a progressive myeloid bias and HSC failure upon aging.** **(A)** Modal YTHDF2-GFP fluorescence assayed by flow cytometry in LSKs and LSK CD48^−^CD150^+^ HSCs from 8–12-wk-old and 60–65-wk-old *Ythdf2*^CTL^ mice. Data represent mean ± SEM; ns, not significant (Mann–Whitney *U* test); at least two independent experiments were performed. **(B)** Total BM cellularity of one leg from 60–65-wk-old *Ythdf2*^CTL^ and *Ythdf2*^CKO^ mice (*n* ≥ 5). Data represent mean ± SEM; at least two independent experiments were performed. **(C)** Representative sections of H&E-stained *Ythdf2*^CTL^ and *Ythdf2*^CKO^ BM at 10× and 20× magnification (*n* ≥ 5). **(D)** Percentage of CD19^+^B220^+^ B cells, CD4^+^ T cells, CD8^+^ T cells, CD11b^+^Gr-1^+^ granulocytes, CD11b^+^Gr-1^−^ monocytes, and GFP-YTHDF2^+^ cells in PB of *Ythdf2*^iCKO^ and *Ythdf2*^CTL^ mice over 12 mo after pIpC treatment. Bottom right, loss of expression of GFP-YTHDF2 following pIpC treatment (*n* ≥ 5). Data represents mean ± SEM; *, P < 0.05; **, P < 0.01; ***, P < 0.001 (Mann–Whitney *U* test); at least two independent experiments were performed. **(E)** PB counts of *Ythdf2*^CTL^ and Ythdf2^iCKO^ mice 12 mo after pIpC treatment (*n* = 5–8). Data represent mean ± SEM; P value by Mann–Whitney *U* test; at least two independent experiments were performed. **(F)** Total number of differentiated cell populations in BM and spleens 12 mo after pIpC treatment (*n* = 5–9). Data represent mean ± SEM; *, P < 0.05; ***, P < 0.001 (Mann–Whitney *U* test); at least two independent experiments were performed. **(G)** Total cell numbers of BM primitive cell populations. HSCs, LSK CD48^−^CD150^+^ HSCs; MPP, LSK CD48^−^CD150^−^; HPC-1, LSK CD48^+^CD150^−^, HPC-2 LSK CD48^+^CD150^+^, and LK Lin^−^Sca-1^−^c-Kit^+^ myeloid progenitors 12 mo after pIpC treatment (*n* = 5–9). Data represent mean ± SEM, *, P < 0.05 (Mann–Whitney *U* test); at least two independent experiments were performed.

**Figure 3.**
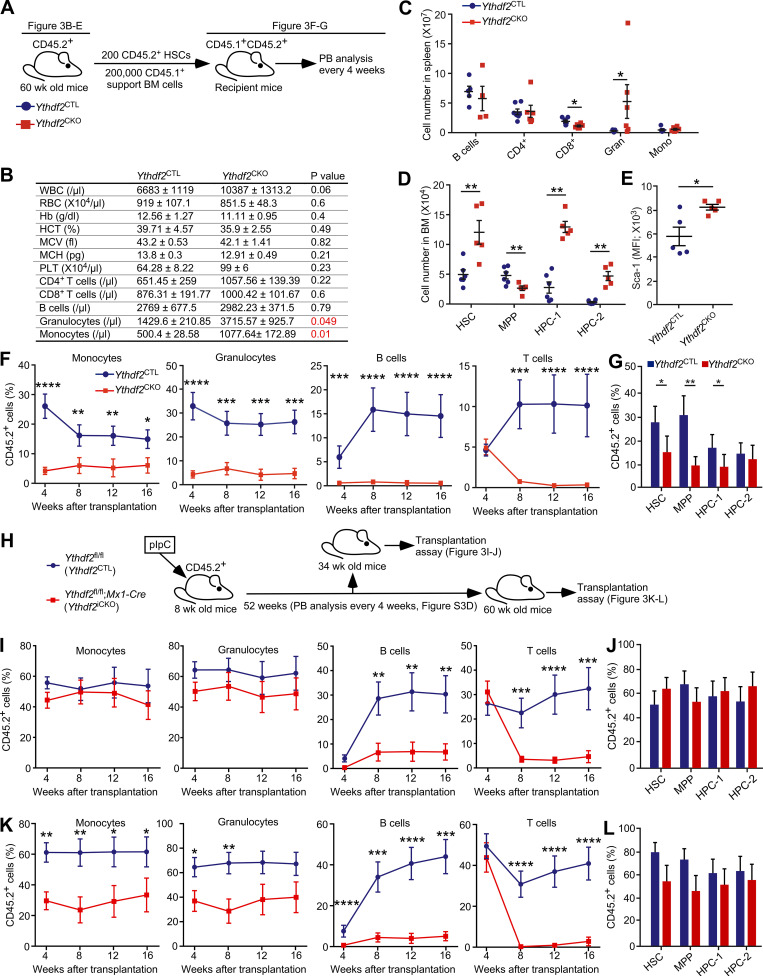
**HSCs lacking *Ythdf2* display a progressive myeloid bias and loss of stem cell activity upon aging.** **(A)** *Ythdf2*^fl/fl^;*Vav-iCre* (*Ythdf2*^CKO^) and control *Ythdf2*^fl/fl^ (*Ythdf2*^CTL^) mice were aged for 1 yr, followed by analyses of their steady-state hematopoiesis (B–E). Furthermore, 200 BM LSK CD48^−^CD150^+^CD45.2^+^ HSCs were sorted and transplanted into lethally irradiated 8–10-wk-old syngeneic CD45.1^+^/CD45.2^+^ recipient mice (*n =* 12 per genotype) together with 2 × 10^5^ CD45.1^+^ competitor BM cells (F and G). **(B)** PB counts of 60–65-wk-old *Ythdf2*^CKO^ and *Ythdf2*^CTL^ mice (*n* ≥ 5); P < 0.05 is highlighted in red. Data represent mean ± SEM; at least two independent experiments were performed. **(C)** Total number of CD19^+^B220^+^ B cells, CD4^+^ T cells, CD8^+^ T cells, CD11b^+^Gr-1^+^ granulocytes, and CD11b^+^Gr-1^−^ monocytes in spleens of 60–65-wk old *Ythdf2*^CKO^ and *Ythdf2*^CTL^ mice (*n* ≥ 5). Data represent mean ± SEM; *, P < 0.05 (Mann–Whitney *U* test); at least two independent experiments were performed. **(D)** Total number of HSCs, LSK CD48^−^CD150^−^ MPPs, and primitive hematopoietic progenitor cells (i.e., LSK CD48^+^CD150^−^ HPC-1 and LSK CD48^+^CD150^+^ HPC-2 populations) in BM of 60–65-wk-old *Ythdf2*^CKO^ and *Ythdf2*^CTL^ mice (*n* ≥ 5). Data represent mean ± SEM; **, P < 0.01 (Mann–Whitney *U* test); at least two independent experiments were performed. **(E)** Median Sca-1 fluorescence intensity in HSCs from 60–65-wk-old *Ythdf2*^CKO^ or *Ythdf2*^CTL^ mouse BM determined by flow cytometry (*n* ≥ 5). Data represent mean ± SEM; *, P < 0.05 (Mann–Whitney *U* test); at least two independent experiments were performed. **(F)** Percentage of CD45.2^+^ cells in the monocyte, granulocyte, B cell, and T cell compartments of recipients transplanted with HSCs from 60–65-wk-old CD45.2^+^ *Ythdf2*^CKO^ or *Ythdf2*^CTL^ mice (*n* = 12). Data represent mean ± SEM; ***, P < 0.001; ****, P < 0.0001 (Mann–Whitney *U* test); at least two independent experiments were performed. **(G)** Percentage of CD45.2^+^ cells in the BM HSC, MPP, HPC-1, and HPC-2 cell compartments of recipient mice 16 wk after transplantation (*n* = 12). Data represent mean ± SEM; *, P < 0.05; **, P < 0.01 (Mann–Whitney *U* test); at least two independent experiments were performed. **(H)** 8-wk-old *Ythdf2*^fl/fl^;*Mx1-Cre* (*Ythdf2*^iCKO^) and control *Ythdf2*^fl/fl^ (*Ythdf2*^CTL^) mice were treated with six sequential doses of plpC (given every alternate day) to induce deletion of *Ythdf2.* PB samples were taken at day 0 and over a 52-wk period after pIpC treatment (Fig. S3 D). 200 BM LSK CD48^−^CD150^+^ CD45.2^+^ HSCs sorted from 34-wk-old (Fig. 3, I and J) and 60-wk-old (Fig. 3, K and L) *Ythdf2*^CTL^ and *Ythdf2*^iCKO^ mice were transplanted into lethally irradiated syngeneic CD45.1^+^/CD45.2^+^ recipient mice together with 2 × 10^5^ competitor CD45.1^+^ BM cells (*n* = 12). **(I)** Percentage of CD45.2^+^ cells overall in the monocyte, granulocyte, B cell, and T cell compartments of lethally irradiated recipient mice transplanted with HSCs from 34-wk-old CD45.2^+^ *Ythdf2*^iCKO^ or *Ythdf2*^CTL^ mice (*n* = 12). Data represent mean ± SEM; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001 (Mann–Whitney *U* test); at least two independent experiments were performed. **(J)** Percentage of CD45.2^+^ cells in the BM HSC, MPP, HPC-1, and HPC-2 cell compartments of recipient mice 16 wk after transplantation with HSCs from 34-wk-old *Ythdf2*^iCKO^ or *Ythdf2*^CTL^ mice (*n* = 12). Data represent mean ± SEM, at least two independent experiments were performed. **(K)** Percentage of CD45.2^+^ cells overall in the monocyte, granulocyte, B cell, and T cell compartments of lethally irradiated recipient mice transplanted with HSCs from 60-wk-old CD45.2^+^ *Ythdf2*^iCKO^ or *Ythdf2*^CTL^ mice (*n* = 12). Data represent mean ± SEM; *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001 (Mann–Whitney *U* test); at least two independent experiments were performed. **(L)** Percentage of CD45.2^+^ cells in the BM HSC, MPP, HPC-1, and HPC-2 cell compartments of recipient mice 16 wk after transplantation with HSCs from 60-wk-old *Ythdf2*^iCKO^ or *Ythdf2*^CTL^ mice (*n* = 12). Data represent mean ± SEM; at least two independent experiments were performed.

### Inducible *Ythdf2* deletion results in a progressive loss of lymphoid potential, with concurrent myeloid bias and subsequent HSC failure

To delete *Ythdf2* in adult mice in an inducible manner, we generated *Ythdf2*^iCKO^ mice in which *Ythdf2* can be ablated acutely in hematopoietic cells upon administration of polyinosinic-polycytidylic acid (pIpC). *Ythdf2*^iCKO^ and *Ythdf2*^CTL^ mice were treated with pIpC and analyzed 26 and 52 wk later (Fig. 3 H). Inducible *Ythdf2* deletion resulted in increased myeloid output (Fig. S3, D–F) and HSC expansion (Fig. S3 G), but multilineage hematopoiesis was otherwise largely unaffected (Fig. S3, D–F). Transplanted HSCs from mice 26 wk after *Ythdf2* deletion reconstituted myeloid lineages, failed to efficiently reconstitute lymphoid lineages (Fig. 3 I and Fig. S1 D), and contributed equally to the HSC compartment of recipients compared with control HSCs (Fig. 3 J). Strikingly, HSCs from mice 52 wk after *Ythdf2* ablation failed to efficiently reconstitute both myeloid and lymphoid lineages and displayed a myeloid bias (Fig. 3 K and Fig. S1 E), while their ability to contribute to the HSC compartment of the recipients was largely unaffected (Fig. 3 L). Thus, inducible *Ythdf2* deletion in adult mice causes a progressive loss of lymphoid output, myeloid bias upon aging, and an eventual failure of aged HSCs to reconstitute long-term multilineage hematopoiesis.

### YTHDF2 protein expression in HSCs is induced by acute and chronic inflammation

Given that YTHDF2 expression is induced by stress in other contexts (Yu et al., 2019; Zhou et al., 2015) and is known to be up-regulated in immune cells during the IFN response (Rubio et al., 2018; Winkler et al., 2019), we hypothesized that YTHDF2 may itself be regulated by inflammatory stimuli in HSCs. To address this, we used *Ythdf2*^CTL^ mice harboring the GFP-YTHDF2 fusion protein, in which GFP analyzed by flow cytometry reports the expression of YTHDF2 protein. These mice were treated with two or eight doses of pIpC to induce the IFN-α response and model acute or chronic inflammation, respectively (Fig. 4 A). We found a significant increase in the expression of GFP-YTHDF2 protein in HSCs under both conditions (Fig. 4, B–E). Given these findings indicating that YTHDF2 is induced by inflammatory stimuli, we next examined how loss of YTHDF2 impacts the behavior of HSCs upon inflammation, by subjecting *Ythdf2*^CTL^ and *Ythdf2*^CKO^ mice to pIpC-induced chronic inflammation before allowing recovery (Fig. 4 F). As in mice under steady-state conditions (Paris et al., 2019; Fig. 1 I), primitive progenitor cell populations (MPP2–4) were expanded in pIpC-treated *Ythdf2*^CKO^ mice compared with their *Ythdf2*^CTL^ counterparts (Fig. 4 G). Strikingly, however, unlike during steady-state conditions in which *Ythdf2*-deficient HSCs and MPP-1 cells (also referred to as short-term HSCs) were expanded (Paris et al., 2019; Fig. 1 I), pIpC-treated *Ythdf2*^CKO^ and *Ythdf2*^CTL^ mice displayed comparable numbers of HSCs and MPP-1 cells (Fig. 4 G). Therefore, while *Ythdf2*-deficient HSCs (which display up-regulated proinflammatory pathways) undergo expansion under steady-state conditions, additional inflammatory stimuli abrogate this phenotype.

**Figure 4.**
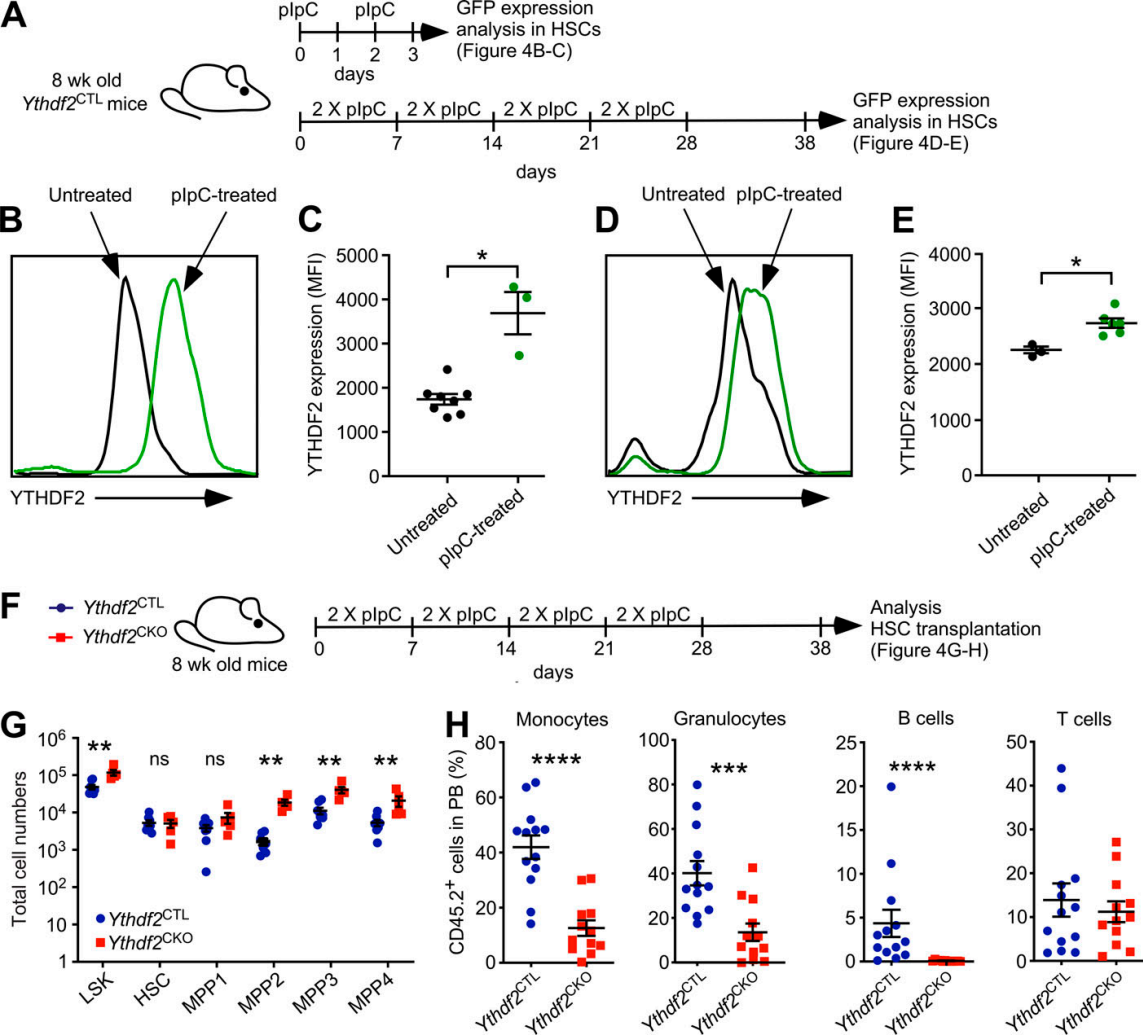
**YTHDF2 expression responds to acute and chronic inflammation.** **(A)** *Ythdf2*^fl/fl^ (*Ythdf2*^CTL^) mice were treated with two doses of plpC on days 0 and 2 before analysis on day 3 (Fig. 4, B and C) or treated with two doses of plpC per week for 4 wk and allowed to recover for 10 d before analysis (Fig. 4, D and E). Untreated littermate controls were analyzed at equal time points. **(B)** Representative histogram of modal YTHDF2-GFP fluorescence assayed by flow cytometry in LSK CD48^−^CD150^+^ HSCs from untreated littermate controls or mice treated with two doses of plpC. At least two independent experiments were performed. **(C)** Median YTHDF2-GFP fluorescence intensity (MFI) of the data presented in B (*n* = 3 and *n* = 8 biological replicates, for treated and untreated, respectively). Data represent mean ± SEM; *, P < 0.05; (Mann–Whitney *U* test); at least two independent experiments were performed. **(D)** Representative histogram of modal YTHDF2-GFP fluorescence assayed by flow cytometry in HSCs from untreated littermate controls or mice treated with two doses of plpC weekly for 4 wk followed by 10-d recovery before analysis. At least two independent experiments were performed. **(E)** YTHDF2-GFP MFI of the data shown in D (*n* = 5 and *n* = 3 biological replicates, for treated and untreated, respectively). Data represent mean ± SEM; *, P < 0.05 (Mann–Whitney *U* test); at least two independent experiments were performed. **(F)** *Ythdf2*^fl/fl^;*Vav-iCre* (*Ythdf2*^CKO^) and control *Ythdf2*^fl/fl^ (*Ythdf2*^CTL^) mice were treated with two doses of plpC per week for 4 wk and allowed to recover for 10 d before analysis (Fig. 4 G). Furthermore, 200 LSK CD48^−^CD150^+^ CD45.2^+^ BM HSCs were sorted and transplanted into lethally irradiated 8–10-wk-old syngeneic CD45.1^+^/CD45.2^+^ recipient mice (*n* = 12 per genotype) together with 2 × 10^5^ CD45.1^+^ competitor BM cells (Fig. 4 H). **(G)** Total number of lineage^−^Sca-1^+^c-Kit^+^ LSK cells, HSCs (LSK CD34^−^CD135^−^CD150^+^CD48^−^), MPP1 (LSK CD34^+^CD135^−^CD150^+^CD48^−^), MPP2 (LSK CD34^+^CD135^−^CD150^+^CD48^+^), MPP3 (LSK CD34^+^CD135^−^CD150^−^CD48^+^), and MPP4 (LSK CD34^+^CD135^+^CD150^−^CD48^+^) cell populations in the BM of plpC-treated *Ythdf2*^CKO^ or *Ythdf2*^CTL^ mice. Data represent mean ± SEM; **, P < 0.01; ns, not significant (Mann–Whitney *U* test); at least two independent experiments were performed. **(H)** Percentage of CD45.2^+^ cells in the CD11b^+^Gr-1^−^ monocyte, CD11b^+^Gr-1^+^ granulocyte, CD19^+^ B cell, and CD4^+^ or CD8^+^ T cell, compartments of recipients transplanted with HSCs from plpC treated*Ythdf2*^CKO^ or *Ythdf2*^CTL^ mice 1 mo after transplantation (*n* = 12 and *n* = 13 recipients, respectively). Data represent mean ± SEM; ***, P < 0.001; ****, P < 0.0001 (Mann–Whitney *U* test); at least two independent experiments were performed.

Finally, to investigate whether *Ythdf2* deficiency in HSCs had any impact on their short-term reconstitution potential upon pIpC administration, we competitively transplanted equal numbers of HSCs from pIpC-treated *Ythdf2*^CKO^ and *Ythdf2*^CTL^ mice into lethally irradiated recipients (Fig. 4 F). HSCs lacking *Ythdf2* displayed decreased short-term myeloid and B-lymphoid reconstitution capacity, indicating that inflammation temporarily weakened *Ythdf2*-deficient HSC activity (Fig. 4 H). Thus, our data indicate that YTHDF2 is induced by inflammation in HSCs and suggest that YTHDF2 may function to protect HSCs from excessive proinflammatory signals. The mechanisms through which YTHDF2 is induced by inflammation, and its precise involvement in protecting HSCs in this context, remain important open questions meriting further investigations.

Collectively, YTHDF2 expression is induced in HSCs by inflammatory stimuli and its deletion results in constitutive activation of proinflammatory pathways, consistent with myeloid bias. While YTHDF2 is not essential for long-term steady-state unperturbed hematopoiesis upon aging, *Ythdf2* deletion causes progressive HSC expansion and failure of HSCs to reconstitute multilineage hematopoiesis. Because the activation of inflammatory pathways in HSCs by infections or injury causes their proliferation and myeloid cell production, but in the longer term compromises HSC activity (Esplin et al., 2011; Essers et al., 2009; Pietras, 2017; Takizawa et al., 2017), HSCs must use mechanisms to counteract these signals and protect their long-term integrity. While several studies indicated that proinflammatory signals are suppressed in HSCs at different levels of gene expression, including cell signaling, gene transcription, and RNA editing (Hartner et al., 2009; King et al., 2011; Sato et al., 2009), the functional significance of dynamic RNA modifications in this important aspect of HSC biology remains poorly understood. We suggest that the m^6^A-dependent mRNA decay pathway is a novel mechanism through which HSCs suppress inflammation and sustain HSC integrity. Interrogation of up-regulated proinflammatory genes upon *Ythdf2* deficiency in genetic rescue approaches is warranted to further support this notion. Given our findings that YTHDF2 itself is induced by inflammation, we suggest that YTHDF2 may function in a negative feedback loop to prevent an excessive inflammatory response detrimental to HSC function. Thus, our work sets the stage for further investigations focusing on how YTHDF2 regulates HSC fates during inflammation upon acute and chronic infection. In closing, our data position YTHDF2 as an essential repressor of proinflammatory pathways in HSCs and highlight the key significance of m^6^A mRNA modification in long-term HSC maintenance upon aging.

## Materials and methods

### Mice

All mice were on the C57BL/6 background (backcrossed for ≥10 generations). *Ythdf2^fl/fl^*, *Vav-iCre*, and *Mx1-Cre* strains have been described previously (de Boer et al., 2003; Ivanova et al., 2017; Kühn et al., 1995). Congenic recipient mice were CD45.1^+^/CD45.2^+^. All experiments involving mice were performed under University of Edinburgh Veterinary oversight with UK Home Office authorization. All control mice were littermates, and treatment groups were randomized among littermates.

### Flow cytometry

BM and splenic cells were prepared and analyzed as described previously (Guitart et al., 2017; Guitart et al., 2013; Kranc et al., 2009; Mortensen et al., 2011; Paris et al., 2019; Vukovic et al., 2016). Hematopoietic stem and progenitor cell staining began with incubation with Fc block followed by biotin-conjugated anti-Lineage marker antibodies (anti-CD4, anti-CD5, anti-CD8a, anti-CD11b, anti-B220, anti-Gr-1, and anti-Ter119), APC-conjugated anti-c-Kit, APC-Cy7–conjugated anti-Sca-1, PE-conjugated anti-CD48, and PE-Cy7–conjugated anti-CD150 antibodies. Biotin-conjugated lineage markers were then stained with PerCP-conjugated streptavidin. Staining of MPP1–4 populations was performed as above for hematopoietic stem and progenitor cells; however, BV711- instead of APC-conjugated anti-c-Kit was used and cells were also stained with APC-conjugated anti-Flt3– and BV421-conjugated anti-CD34 antibodies.

For PB and differentiated cell analysis, cells were stained with PerCP-conjugated anti-B220, APC-Cy7–conjugated anti-CD19, Pacific Blue–conjugated anti-CD11b, PE-Cy7–conjugated anti-Gr-1, APC-conjugated anti-CD8, and PE-conjugated anti-CD4 antibodies. To distinguish CD45.2 chimerism in transplantation experiments, BV711-conjugated anti-CD45.1 and Pacific Blue–conjugated anti-CD45.2 antibodies were used. For hematopoietic stem and progenitor cell staining in transplanted mice, APC-conjugated anti-c-Kit and APC-Cy7-conjugated anti-Sca-1 were used; the remainder of the staining was as described above. For analyses of differentiated cells and PB in transplanted mice, cell suspensions were stained with BV711-conjugated anti-CD45.1, Pacific Blue–conjugated anti-CD45.2, APC-conjugated anti-CD11b, PE-Cy7–conjugated anti-Gr-1, PE-conjugated anti-CD4 and -CD8a, and APC-Cy7–conjugated anti-CD19. Flow cytometry analyses were performed using a LSRFortessa (BD Biosciences). Cell sorting was performed on a FACSAria Fusion (BD Biosciences).

### Intracellular staining and flow cytometry analysis

BM and splenic cells were prepared and analyzed as described previously (Guitart et al., 2017; Guitart et al., 2013; Kranc et al., 2009; Mortensen et al., 2011; Paris et al., 2019; Vukovic et al., 2016) followed by c-Kit enrichment (described below). Cells were incubated with Fc block and stained with biotin-conjugated anti-Lineage marker antibodies (anti-CD4, anti-CD5, anti-CD8a, anti-CD11b, anti-B220, anti-Gr-1, and anti-Ter119), APC-Cy7–conjugated anti-c-Kit, and Pacific Blue–conjugated anti-Sca-1. Biotin-conjugated Lineage markers were then stained with PerCP-conjugated Streptavidin. Cells were then fixed and permeabilized using Phosflow Lyse/Fix, Phosflow Perm Buffer III, and stain buffer (all from BD Biosciences) according to the manufacturer’s instructions. After processing, cells were stained with AF647-conjugated anti-pStat1 or anti-pStat3.

### Syngeneic transplantation assays

Transplant recipient CD45.1^+^/CD45.2^+^ mice were lethally irradiated with two doses of 5.5 Gy administered ≥4 h apart at an average rate of 0.58 Gy/min using a cesium-137 GammaCell 40 irradiator. For primary transplantations, irradiated recipient CD45.1^+^/CD45.2^+^ mice were intravenously injected with 200 LSK CD48^−^CD150^+^ HSCs and 200,000 support CD45.1^+^ unfractionated BM cells. For secondary transplantations, recipient CD45.1^+^/CD45.2^+^ mice were intravenously injected with 2,000 CD45.2^+^ LSK cells or 100,000 c-Kit–enriched BM cells from primary recipients and 200,000 support CD45.1^+^ unfractionated BM cells. All recipient mice were culled and analyzed 16–20 wk after transplantation. A minimum of two independent donor mice were used for all transplantations.

### pIpC administration

For gene deletion via activation of the *Mx1-Cre* promotor, mice were injected i.p. every other day with 300 µg pIpC (GE Healthcare) for a total of six doses over 11 d, as previously described (Guitart et al., 2017; Guitart et al., 2013; Kranc et al., 2009; Paris et al., 2019), and gene deletion was assayed by YTHDF2-GFP fusion protein fluorescence. To test the effect of innate immune activation, mice were injected i.p. with 300 µg pIpC (GE Healthcare) as described per experiment.

### CD117 (c-Kit) enrichment

Enrichment for cells expressing CD117 (c-Kit) was performed using CD117 MicroBeads and LS columns from Miltenyi Biotec, according to the manufacturer’s instructions.

### Histology

Tibias and femurs were dissected and cleaned before fixation in 4% paraformaldehyde for 24 h. Fixed bones were decalcified, embedded in paraffin, and sectioned. Sections were stained with H&E and mounted. Whole sections were imaged using a Vectra Polaris slide scanner, and representative images were taken at 10× and 20× magnification.

### RNA-seq

100 HSCs per sample were sorted into 0.4% Triton X-100, RNase inhibitor, 10 mM dNTPs, and 10 µM Oligo dT before RNA-seq by SMART-Seq2 in the Single Cell Genomics Facility at the Medical Research Council Weatherall Institute of Molecular Medicine (University of Oxford). Alignments to the GRCm38 mouse genome were performed using HISAT2 (Kim et al., 2015), and further analysis was performed in R. Counts were assigned to genes using the Rsubread package, and quality control analysis of the samples was performed with the SingleCellExperiment and scater packages. Differentially expressed genes were identified using likelihood ratio tests computed by the edgeR package. The RNA-seq dataset was deposited in GEO (accession no. GSE142019).

### m^6^A meRIP-seq

m^6^A meRIP-seq library preparation was performed as previously described (Lin et al., 2016) from *Ythdf2*^CTL^ c-Kit–enriched cells. Reads from two biological replicates were aligned to the mouse GRCm38 genome using HISAT2 (Kim et al., 2015), and peaks were called using MACS2, version 2.1.1 with the nomodel flag (Zhang et al., 2008). To analyze the distribution of m^6^A-associated reads along the transcripts, treat_pileup bedgraph file outputs from MACS2 were converted to bigWig format and used as input for the computeMatrix function of the deepTools package, version 2.5.5 (Ramírez et al., 2014). Motif enrichment was done using Homer, version 4.10, selecting a motif length of six nucleotides. Background regions were generated by shuffling peaks along the transcriptome using the shuffleBed tool from the bedtools suite, version 2.28 (Quinlan and Hall, 2010). The GVIZ bioconductor package was used for peak visualization (Hahne and Ivanek, 2016). m^6^A meRIP-seq dataset was deposited in GEO (accession no. GSE142020).

### GSEA and IPA

GSEA was performed using GSEA software version 3.0 with 1,000 permutations and default parameters. Gene differential expression, computed by the edgeR package in R, was ranked by moderated *t* statistics, which takes into account variability between genes in the ranking. Ranked genes were compared with gene lists in the Hallmark subset of the MSigDB database, version 7.0. IPA was performed using the Core Analysis Function offered by Qiagen’s Ingenuity Pathway Analysis software (Krämer et al., 2014). The interrogated RNA-seq and mass spectrometry datasets were filtered for adjusted P values of differential expression (FDR < 0.05), and the threshold for significant activation or inhibition was defined by an absolute Z-score value >2.

### SLAM-seq analysis

The SLAM-seq dataset (Paris et al., 2019) was analyzed using the SlamDunk pipeline (Herzog et al., 2017).

### Mass spectroscopy analysis

Immortalized *Ythdf2*^CKO^ and *Ythdf2*^CTL^ c-Kit–enriched cells (Paris et al., 2019) were pelleted, lysed, and processed according to (Wiśniewski and Rakus, 2014). Tryptic peptides were analyzed on a QExactive+ mass spectrometer connected to an Ultimate Ultra3000 chromatography system packed with 1.8 µm uChrom and separated by an acetonitrile gradient. Mass spectra were analyzed using MaxQuant against the Uniprot mouse database proteome, ID UP000000589.

### Quantification and statistical analysis

Statistical analyses were performed using Prism 6 software (GraphPad Software). P values were calculated using a two-tailed Mann–Whitney *U* test unless stated otherwise.

### Online supplemental material

Fig. S1 shows the frequency of B cells, T cells, granulocytes, and monocytes within the CD45.2^+^ donor-derived population of PB, BM, and spleen from transplant recipients shown in Figs. 1 B; and 3 F, I, and K. Also shown are GSEA plots from RNA-seq of *Ythdf2*^CKO^ and *Ythdf2*^CTL^ HSCs from Fig. 1 F. Fig. S2 shows IPA of RNA-seq and mass spectrometry from *Ythdf2*^CKO^ and *Ythdf2*^CTL^ cells and mRNA decay curves for transcripts of interest within *Ythdf2*^CKO^ and *Ythdf2*^CTL^ c-Kit^+^ cells. Fig. S3 shows data to support our conclusions in aged mice (YTHDF2-GFP mean fluorescence is not significantly altered with age; aged mice have normal BM cellularity and histology); percentage of monocytes, granulocytes, CD4^+^ T cells, CD8^+^ T cells, B cells, and GFP^+^ cells in PB from mice 1 yr after *Ythdf2* deletion; and total blood counts, numbers of differentiated cells, and numbers of HSCs for mice 1 yr after *Ythdf2* deletion.

How the deposited data were processed for this re-analysis (not part of the article)

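RNA-seq libraries of 100 sorted HSCs (LSK CD48-CD150+) came from young *Ythdf2* CTL and *Ythdf2* CKO mice, 4 of each, and from aged mice, 4 *Ythdf2* CTL and 5 *Ythdf2* CKO. The paper gives 8 to 12 wk for the young mice, and the sample labels give 1 yr for the aged mice. Each mouse has 2 libraries, A and B. The authors aligned the reads to GRCm38 with HISAT2, counted them on genes with Rsubread, and deposited the counts per gene and library without normalization. The paper's text does not name the annotation, the use of strand or the rule for reads that match several genes. The deposited count table has 13108 gene rows and 34 libraries, holds only part of the annotated genes, and has 1 row with no counts and 20 rows whose gene names had turned into dates. Of the row names, 12886 matched a gene symbol of the RefSeq annotation of GRCm38, the build the authors used, and coordinates come from there.

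One library, aged *Ythdf2* CTL 99 B, had 187034 counts and was left out, as the authors did, which left 33 libraries of 17 mice. Totals per library ranged from 2218618 to 5651359 (median 3378511) in aged *Ythdf2* CTL mice and from 2009239 to 7784627 (median 3318764.5) in aged *Ythdf2* CKO mice. The libraries of a mouse were added, and mice were the replicates. Totals per mouse were between 2218618 and 9402178 in aged *Ythdf2* CTL and between 4856856 and 10125624 in aged *Ythdf2* CKO mice. The libraries have no molecular identifiers, so floors cover counting error only.

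Tests were run in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), scaled by TMM, and tested by the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Young and aged mice were fitted apart, and a fit over all 17 mice tested whether the genotype effect differed between ages. The standard error of a log2 fold change is its size divided by the square root of F. Reactome pathways were tested with fgsea 1.28.0 on genes ranked by the signed square root of F, with adjustment over 5 pathways. A score is the mean log2 CPM (prior count 2) over a gene list in a mouse, compared between genotypes by a two-sided exact permutation test over mice. The sex of the mice was followed by the counts of Y-linked genes. A fold against a group at or under 3 counts is given as a lower bound.

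The genes named are those that the paper's text and Fig. 2E name and, in each direction, the 5 with the smallest adjusted p among the called genes whose groups did not overlap. For the difference between ages, they are 5 genes with the smallest adjusted p, a value that other genes share. Any other named gene was chosen after its values were seen. Results for some genes under this rule are not reported here, although those genes remain in every count, score and gene set.

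Alternatives were the library as the replicate, the likelihood ratio test over libraries or over mice, limma 3.58.1 (voom with the mouse as a random effect), DESeq2 1.42.0, DESeq2's size factors, other filters on low counts, a replicate block, a Y-linked covariate, all mice in one fit, a log2 fold change above 1.2, other scores and rankings, and each mouse left out in turn. The block used the mouse numbers in the sample labels, which young mice of both genotypes share although they are different animals, or the letter of the library.

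The methods were tested on simulated data in which 200 genes were changed. At a change of 2-fold the quasi-likelihood test recovered 53% of them in young mice and 13.5% in aged mice, and at 4-fold 92.5% and 83%, with between 3.57% and 4.6% of its calls false. Between 7.77% and 15.2% of the calls of the likelihood ratio test over mice were false, and between 10.4% and 19.8% of those of DESeq2. Only abundant genes were changed, so these shares do not cover scarce genes. The counts were drawn from edgeR's own fitted model, so the comparison with DESeq2 is not neutral. The Hallmark gene sets, IPA, m6A-seq, SLAM-seq and proteomics were not used here.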

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

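Of the tests in this part, those on the label of mouse 121 alone, the aged score of Fig. 2E genes, the megakaryocyte and platelet score, *Sva* and the splits of the mice for the Toll-like receptor 4 cascade were chosen only after the result was seen, and the rule by which a covariate test is read as undecided, when p passes 0.05 but more than 0.5 of the difference remains, was also set after the values were seen.

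*Ythdf2*, the deleted gene, stood at 191.5 CPM in the mouse labelled aged *Ythdf2* CKO 121, far from the other 4 aged *Ythdf2* CKO mice, which lay between 74.85 and 91.22 CPM. The mouse labelled aged *Ythdf2* CTL 124 had 72.25 CPM, while the other aged *Ythdf2* CTL mice had 184.6, 171.8 and 146.5 CPM. An exchange of these labels might explain both. With the labels of these 2 mice exchanged and *Ythdf2* left out, 0 genes passed an adjusted p below 0.05 in edgeR's quasi-likelihood test and 768 had an unadjusted p below 0.05, against 1208 with the labels as deposited, and 7 of the 20 possible exchanges gave as many as 768. Over 19 genes called in young mice, mouse 121 had a score of 3.745, within the range of the other aged *Ythdf2* CTL mice (3.514 to 3.895), but mouse 124 had 2.618, below them and far from the other aged *Ythdf2* CKO mice (4.528 to 4.677). A mixture of animals between the libraries of a mouse was also tested. The larger absolute log2 ratio of *Ythdf2* between the libraries of these mice was 0.53, within the 0.046 to 0.871 of 14 other mice. A wrong label of mouse 121 alone was tested last. Beside its score, mouse 121 had 0 counts of *Sva*, against 22 to 32 in the other aged *Ythdf2* CKO mice, 73.96 CPM of *Mt1*, against 324.2 to 679.4, and 298.9 CPM of *Pf4*, against 947.7 to 1437. *Pf4* was chosen after its values were seen. Counted alone as *Ythdf2* CTL, it gave 24 genes at an adjusted p below 0.05, and moving any of the other 8 aged mice alone gave 0. At an unadjusted p below 0.05 it gave 1256 genes, fewer than the 1849 from moving the mouse labelled *Ythdf2* CTL 65, so a condition set for this test was not met. Exchanged with *Ythdf2* CTL 65 or *Ythdf2* CTL 99, mouse 121 gave 1772 and 1251 such genes, with 2 and 4 called. The exchange of 121 with 124 and the mixture were not borne out, whereas a wrong label of 121 alone met some of its conditions and stays open, and it would leave the low *Ythdf2* of mouse 124 unexplained. The labels were kept as deposited, so every direction in aged mice rests on the mice as labelled.

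The same mouse, labelled aged *Ythdf2* CKO 121, was far from the others in the interferon-stimulated score (6.304, next 5.85) and in that score without the Fig. 2E genes (6.178, next 5.741). The mouse labelled aged *Ythdf2* CTL 124 was lowest in the interferon-stimulated score (5.046, next 5.732), and the mouse labelled aged *Ythdf2* CTL 65 was highest in *Samd9l* (158.9 CPM, next 78.5). In young mice, *Ythdf2* CTL 4 was lowest in *Ythdf1* (53.13 CPM, next 71.87) and in the lymphoid and antigen-presenting score (6.548, next 6.697), *Ythdf2* CTL 2 was lowest in *Samd9l* (81.68 CPM, next 125.3), and *Ythdf2* CTL 1 was highest in *Ly6a* (327.5 CPM, next 257.3). In all, 92 groups of 4 or 5 mice were examined and 10 had such a distant mouse, where chance gives 4.6; 9 of the 10 are given here. No cause was tested for these mice beyond the explanations of the labels above.

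In young mice, 24 genes of a megakaryocyte and platelet list, which the paper does not report on, were higher in *Ythdf2* CKO HSCs by a mean log2 of 0.5768 (two-sided exact permutation test, p = 0.0286, adjusted over 6 lists 0.0858), with 4 of 4 *Ythdf2* CKO mice above every *Ythdf2* CTL mouse. Adjusted for Y-linked genes the difference was 0.49 (exact permutation p = 0.0286), so sex did not fully account for it. At equal totals it was 0.58 (exact permutation p = 0.0286), and the totals of the genotypes overlapped, so depth did not account for it. In aged mice the difference had the same direction, 0.72 (exact permutation p = 0.0952), with 4 of 5 *Ythdf2* CKO mice above every *Ythdf2* CTL mouse and the mouse labelled *Ythdf2* CKO 121 (5.714) within the *Ythdf2* CTL range. Its p did not pass 0.05, so chance in the young mice is not excluded. Whether the RNA came from HSCs or from other cells was not tested.

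The Fig. 2E genes drawn as higher, a list from young mice, were also higher in the mice labelled aged *Ythdf2* CKO, which the paper does not report on. The mean log2 difference was 0.5668 (two-sided exact permutation test, p = 0.00794, the smallest that 126 relabelings allow), with 5 of 5 *Ythdf2* CKO mice above every *Ythdf2* CTL mouse. It was 0.58 after adjustment for Y-linked genes (exact permutation p = 0.0159). At equal totals it was 0.56 (exact permutation p = 0.0159), so depth did not account for it. Adjusted for the megakaryocyte and platelet score it was 0.31 (exact permutation p = 0.198). That score also went with genotype, with 4 of 5 *Ythdf2* CKO mice above every *Ythdf2* CTL mouse. The adjustment therefore cannot decide whether RNA of those cells lies behind the pattern. Without the mouse labelled aged *Ythdf2* CTL 124 the difference was 0.27 (exact permutation p = 0.0893). Over the 33 genes with enough counts in the fit of all 17 mice, which include genes too scarce to be tested in young mice, the difference between ages was −0.73 (exact permutation over 8820 relabelings, p = 0.203).

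In aged mice, the Toll-like receptor 4 cascade, with 86 genes tested, had a normalized enrichment score of 1.57 (adjusted p = 0.0294 from fgsea), and 51 of its genes were higher in the mice labelled *Ythdf2* CKO. Of 100 splits of the 9 aged mice, 17 gave a score as far from 0, so the score may be a chance result.

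*Sva*, named by the rule for young mice, had counts in 7 of 8 young *Ythdf2* CKO libraries and in 8 of 10 libraries labelled aged *Ythdf2* CKO, but in 0 of 8 young and 0 of 7 aged *Ythdf2* CTL libraries. The mouse labelled aged *Ythdf2* CKO 121 had none. Depth did not account for it, because at the share seen in young *Ythdf2* CKO mice each young *Ythdf2* CTL mouse would have had at least 26.9 counts. An altered locus nearby could give such reads. Of 11 tested genes within 2 Mb, 0% had an unadjusted p below 0.05, against 7.06% of all genes, which is too few genes to decide, and the pattern cannot be told apart from that explanation.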

How the results depend on the processing

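The test that refits the likelihood ratio over libraries on other splits of the mice was chosen only after the result was seen, as were the use of 1 library per mouse and the fits of the difference between ages that each left out 1 mouse.

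Main counts were 15 higher and 5 lower genes in young mice, with 6 Fig. 2E genes called, and 0 higher and 0 lower genes in aged mice, where 532 and 676 had an unadjusted p below 0.05. With libraries as replicates there were 33 higher and 14 lower genes in young mice (16 of Fig. 2E), and 41 and 89 in aged mice. The likelihood ratio test over libraries gave 66 and 24 (31 of Fig. 2E), and 136 and 284. Over mice it gave 54 and 13 (17 of Fig. 2E), and 42 and 34, and it called 4 genes for the difference between ages, where the quasi-likelihood test called 0 and 588 had an unadjusted p below 0.05. DESeq2 gave 58 and 19 (20 of Fig. 2E), and 54 and 50. With all 17 mice in a single fit there were 1 and 0 in young mice (0 of Fig. 2E), and 3 and 2 in aged mice. With the Y-linked covariate there were 9 and 1 in young mice, of which 8 and 1 were among the main calls, and a log2 fold change above 1.2 left 9 higher genes and 3 of Fig. 2E. Using 1 library per mouse gave 0 and 0 (0 of Fig. 2E) with letter A and also with letter B. The cause was not tested, except that in young mice 1 of the 35 splits, the real one, gave as many as the 90 genes called over libraries (largest other, 24), and in aged mice 2 of 100 gave as many as 420.

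The young mice of both genotypes share replicate numbers but are different animals, and deviations of same-numbered mice had a mean correlation of 0.0187. With the mouse number as a replicate block there were 12 higher and 2 lower genes, 7 of Fig. 2E, and adjusted p of 6.48e-09, 0.0163, 0.00237, 0.0409 and 0.0878 for Interferon gamma, Interferon alpha/beta, Interleukin-6, TNF and Toll-like receptor 4. With the letter of the library as a replicate block there were 35 and 15 genes in young mice (18 of Fig. 2E), and 15 and 25 in aged mice.

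Among the pathways, adjustment over all Reactome pathways moved Interferon alpha/beta signaling to 0.107, TNF signaling to 0.186 and the aged Toll-like receptor 4 cascade to 0.0796. Without a filter on low counts TNF signaling had 0.122. Ranking by the likelihood ratio over libraries gave 0.0411 for the young and 0.0638 for the aged Toll-like receptor 4 cascade, and camera gave 0.18 for the latter. The young interferon-stimulated difference was 0.7551 on z-scores and 0.427 without the Fig. 2E genes (exact permutation p = 0.0571 for both). The cause was not tested.

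Leaving out 1 mouse at a time gave from 0 to 14 higher and from 0 to 4 lower genes in young mice, from 0 to 6 of Fig. 2E, from 0 to 12 higher and from 0 to 4 lower in aged mice, and from 0 to 2 for the difference between ages. In young mice no gene was called without *Ythdf2* CTL 1 or *Ythdf2* CTL 2. In aged mice the 12 and 4 came without the mouse labelled *Ythdf2* CKO 121. Adjusted p ranged from 8.09e-12 to 1.41e-05 for young Interferon gamma, 0.0037 to 0.0957 for Interferon alpha/beta, 9.38e-05 to 0.0259 for Interleukin-6, 0.00836 to 0.154 for TNF and 0.0245 to 0.279 for Toll-like receptor 4. In aged mice they ranged from 0.00194 to 0.549, 0.506 to 0.937, 0.472 to 0.783, 0.167 to 0.675 and 0.00756 to 0.294. The interferon-stimulated difference ranged from 0.3835 to 0.5967 in young and from 0.08728 to 0.3642 in aged mice, its difference between ages from −0.4117 to −0.1404, and the aged Fig. 2E difference from 0.2704 to 0.724. The exact permutation p of the young interferon-stimulated difference was no longer below 0.05 in 5 of its 8 fits. That of the aged Fig. 2E difference was no longer below 0.05 in 2 of its 9 fits.

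In aged mice the direction of Interferon gamma reversed, from lower to higher, without *Ythdf2* CTL 114 (adjusted p = 0.369 from fgsea). That of Interferon alpha/beta reversed, from higher to lower, without *Ythdf2* CTL 65 (0.506), *Ythdf2* CTL 124 (0.842), *Ythdf2* CKO 94 (0.775) or *Ythdf2* CKO 121 (0.655). In young mice *Ythdf1* (−0.1234) and *Stat3* (−0.2521) reversed with letter B and *Ythdf3* without *Ythdf2* CKO 1, its log2 fold change ranging from −0.05856 to 0.2531 over the fits that each left out 1 mouse. None of the reversed values passed 0.05, whereas aged Interferon gamma passed it in the lower direction without *Ythdf2* CTL 124 (0.00194), and the cause was not tested. Over the named young genes and settings, 319 values kept direction and side of the threshold, 110 were weaker, 15 stronger and 3 reversed. The young Interferon gamma and Interleukin-6 results kept both under all 13 alternatives run for each. None of those 13 adjusted for Y-linked genes, so sex was not tested for the pathways. Depth limits *Il6ra*, with at most 17 counts in a *Ythdf2* CTL mouse, and *Sva* and *Lrrc56*, with no counts in 1 genotype.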

Differences from the paper's values

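No test in this part was chosen after the result was seen, apart from the use of 1 library per mouse.

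The paper reports 81 higher transcripts in young *Ythdf2* CKO HSCs, and the quasi-likelihood test over mice called 15. Among the alternatives set before the data were examined, the likelihood ratio test over libraries (66), the likelihood ratio test over mice (54) and DESeq2 (58) came within 1.5 times the paper's value. The others did not, with libraries as replicates (33), the library letter as a block (35), the mouse as a random effect (18), DESeq2's size factors (14), no filter (13), at least 10 counts in every mouse (15), the mouse number as a block (12), all 17 mice in a single fit (1), the Y-linked covariate (9), a log2 fold change above 1.2 (9) and each mouse left out (0 to 14). Using 1 library per mouse, chosen after seeing the values, gave 0.

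The paper reports 33 lower transcripts, and 5 were called. Only the likelihood ratio test over libraries (24) came within 1.5 times. The likelihood ratio test over mice gave 13, DESeq2 19, libraries as replicates 14, the library letter as a block 15, the mouse as a random effect 7, DESeq2's size factors 5, no filter 4, at least 10 counts in every mouse 4, the mouse number as a block 2, all 17 mice in a single fit 0, the Y-linked covariate 1, a log2 fold change above 1.2 4, each mouse left out 0 to 4, and 1 library per mouse 0. The paper's methods name the likelihood ratio test in edgeR, and its *n* is 4.

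Fig. 2E presents its genes as changed in *Ythdf2* CKO HSCs, and 6 of the 32 tested were called over mice. Calls of its genes rose to 31 with the likelihood ratio test over libraries, 20 with DESeq2 and 18 with the library letter as a block. They rose to 17 with the likelihood ratio test over mice, 16 with libraries as replicates and 7 with the mouse number as a block. The mouse as a random effect gave 8, as did at least 10 counts in every mouse. Calls stayed at 6 with DESeq2's size factors, no filter or the Y-linked covariate. They fell to 3 with a log2 fold change above 1.2 and to 0 with all 17 mice in a single fit or with 1 library per mouse. Leaving out each mouse gave 0 to 6. *Tug1* was not called by the likelihood ratio test over libraries either (adjusted p = 0.0508). *Il6ra* (0.218), *Gadd45g* (0.138), *Ifi47* (0.208), *Samd9l* (0.342) and *Tnfrsf1b* (0.375), which the paper names as higher, were higher but not called by edgeR's quasi-likelihood test over mice. The likelihood ratio test over libraries called all 5 (0.0127, 0.00241, 0.00363, 0.0404 and 0.0465). *Lgals9* and *Rgcc* are drawn as lower in Fig. 2E, within groups the paper's text describes by their higher genes, and both were lower here.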

Other observations

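Of the tests in this part, the splits of the mice for the aged genes, for the difference between ages, for the pathways and for the Fig. 2E genes, and those of *Wfdc2* and *Lrrc56* in aged mice, were chosen only after the result was seen, and the reading of the covariate tests as undecided was set after their values were seen.

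The interferon-stimulated difference of 0.48 in young mice was weighed against 3 technical explanations. At equal totals per mouse it was 0.48 (two-sided exact permutation test, p = 0.0286), and before that the totals ran from 4715947 to 7171657 counts in *Ythdf2* CTL and from 5092333 to 6694891 in *Ythdf2* CKO mice, so depth did not account for it. Adjusted for Y-linked genes it was 0.42 (exact permutation p = 0.114), with 3 *Ythdf2* CTL mice and 1 *Ythdf2* CKO mouse carrying such reads. Adjusted for the megakaryocyte and platelet score it was 0.30 (exact permutation p = 0.571). That score itself parted the genotypes, from 6.058 to 6.155 in *Ythdf2* CTL and from 6.454 to 6.882 in *Ythdf2* CKO mice. Adjusting for it takes out the genotype contrast whatever the cause, so RNA of those cells is neither shown nor excluded. The pattern cannot be told apart from sex. In aged mice the difference was 0.26 (exact permutation p = 0.413) and, over 94 genes, the difference between ages was −0.24 (exact permutation p = 0.481). A change in cell division might also lie behind the genotype effect, but 30 proliferation genes differed by −0.28 in young mice (exact permutation p = 0.286).

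Because young mice of both genotypes share replicate numbers, the real split was compared with the splits that part all 4 same-numbered pairs. Of those 8 splits, only the real one gave as many as 20 genes at an adjusted p below 0.05 from edgeR's quasi-likelihood test, and the others gave 0. A design of 8 splits cannot give a share under 0.05. Over all 35 splits it was also 1, and the largest other count was 13. For the called Fig. 2E genes it was 1 of 8, but the figure lists genes called on these same libraries, so this share cannot decide. A pathway score as far from 0 was found in 1 of 8 for Interferon gamma, 1 for Interferon alpha/beta, 1 for Interleukin-6, 2 for TNF and 4 for Toll-like receptor 4, and in 2, 2, 1, 8 and 11 of all 35.

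In aged mice, as labelled, 0 genes passed an adjusted p below 0.05 and 1208 had an unadjusted p below 0.05, where 598 are expected. In 419 genes the groups did not overlap, which is 3.5% against 1.59% by chance. Of 100 of the 126 splits, 3 gave as many as 1208. The 2 larger ones exchanged the mouse labelled *Ythdf2* CKO 121 for *Ythdf2* CTL 65 or *Ythdf2* CTL 99. Of the 100 splits, 66 gave a score as far from 0 for Interferon gamma, 86 for Interferon alpha/beta, 53 for Interleukin-6 and 26 for TNF, whose adjusted p from fgsea were 0.315, 0.72, 0.564 and 0.315. Unlike in young mice, the scores of Interferon gamma (−1.17, 31 of 74 genes higher) and Interleukin-6 (−1.01, 4 of 9) were negative. Those of Interferon alpha/beta (0.808) and TNF (1.3) were positive. Of 34 Fig. 2E genes tested in aged mice, 29 had the direction of the figure, 0 were called over all genes, 11 had an unadjusted p below 0.05, and in 1, *Mt1*, the groups did not overlap.

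For the difference in genotype effect between ages, 0 genes passed and 588 had an unadjusted p below 0.05, where 618 are expected. Of 100 relabelings, 28 gave as many. *Map10*, *Lrrc56*, *Sorl1*, *Vwa1* and *Samhd1* had the smallest adjusted p, 0.942 from edgeR's quasi-likelihood test. Other genes, among them *Cd74*, *Gbp10* and *Lgals9*, shared that value, so it does not set these 5 apart.

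Of the lower genes named for young mice, *Wfdc2* was also lower in the mice labelled aged *Ythdf2* CKO, all 5 of them below every *Ythdf2* CTL mouse, with a log2 fold change of −2.05 (two-sided exact permutation test, p = 0.00794, the smallest the design allows). Its adjusted p was 0.297 from edgeR's quasi-likelihood test. *Lrrc56* went the other way in aged mice, with a log2 fold change of 2.21 (adjusted p = 0.603 from the same test).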
